# Cancer-associated IDH mutations induce Glut1 expression and glucose metabolic disorders through a PI3K/Akt/mTORC1-Hif1α axis

**DOI:** 10.1371/journal.pone.0257090

**Published:** 2021-09-13

**Authors:** Xun Liu, Kiyoshi Yamaguchi, Kiyoko Takane, Chi Zhu, Makoto Hirata, Yoko Hikiba, Shin Maeda, Yoichi Furukawa, Tsuneo Ikenoue

## Abstract

Isocitrate dehydrogenase 1 and 2 (*IDH1/2*) mutations and their key effector 2-hydroxyglutarate (2-HG) have been reported to promote oncogenesis in various human cancers. To elucidate molecular mechanism(s) associated with *IDH1/2* mutations, we established mouse embryonic fibroblasts (MEF) cells and human colorectal cancer cells stably expressing cancer-associated IDH1^R132C^ or IDH2^R172S^, and analyzed the change in metabolic characteristics of the these cells. We found that IDH1/2 mutants induced intracellular 2-HG accumulation and inhibited cell proliferation. Expression profile analysis by RNA-seq unveiled that glucose transporter 1 (Glut1) was induced by the IDH1/2 mutants or treatment with 2-HG in the MEF cells. Consistently, glucose uptake and lactate production were increased by the mutants, suggesting the deregulation of glucose metabolism. Furthermore, PI3K/Akt/mTOR pathway and Hif1α expression were involved in the up-regulation of Glut1. Together, these results suggest that Glut1 is a potential target regulated by cancer-associated *IDH1/2* mutations.

## Introduction

IDH1 and IDH2 are metabolic enzymes that catalyze oxidative decarboxylation of isocitrate to α-ketoglutarate (α-KG) [1–3]. Both IDH1 and IDH2 have hydrogenase activities, and generate NADPH using nicotinamide adenine dinucleotide phosphate (NADP^+^) as electron acceptors [2–5]. Compared with IDH1 which is located in cytosol and peroxisomes, IDH2 is located in mitochondria [2–5], suggesting that these enzymes play a crucial role in metabolite exchange and electron transport in the cytosol and mitochondria.

Recurrent mutations of *IDH* were initially identified in gliomas by a cancer genome sequencing project [6]. Additional studies have revealed frequent *IDH1/2* mutations in a variety of human cancers, including 70%-80% of low-grade gliomas, 50%-70% of chondrosarcomas, 10–20% of intrahepatic cholangiocarcinoma and approximately 20% of acute myeloid leukemia (AML) [3, 7, 8]. It is of note that *IDH1/2* mutations are usually heterozygous missense mutations, and that the mutations are primarily located at catalytic residues Arginine 132 (R132) of *IDH1* and Arginine 140 (R140) or Arginine 172 (R172) of *IDH2* [3]. These mutant proteins confer a neomorphic enzymatic activity resulting in the conversion from α-KG to 2-hydroxyglutarate (2-HG) [1, 9], and the accumulated 2-HG causes extensive anomalous effects on cell homeostasis. 2-HG blocks cell differentiation by competitive inhibition of αKG-dependent enzymes that are involved in epigenetic regulation [10], which induces additional alterations in cellular metabolism, redox state, and DNA repair [8, 11], suggesting that 2-HG functions as a potent “oncometabolite” [7].

Altered cellular energy metabolism is one of the “hallmarks of cancer”, which are key biological characteristics acquired during carcinogenesis [12]. Two major biochemical events including increased glucose uptake and aerobic glycolysis are involved in the altered cellular energy metabolism [13]. GLUT1 encoded by the solute carrier family 2 member 1 (*SLC2A1*) gene plays a role in the uptake of glucose, and its expression is known to be regulated by hypoxia-inducible factor-1α (HIF1α) in hypoxemic conditions [14, 15]. The phosphatidylinositol 3-kinase (PI3K) /Akt signaling pathway is also reported to be associated with the regulation of GLUT1 and HIF1α expression [16, 17]. Enhanced GLUT1 expression during carcinogenesis has been identified in various malignancies, such as breast, lung, and pancreatic cancer (https://www.oncomine.org), which results in increased glucose uptake into cytoplasm of tumor cells [18].

Although the involvement of *IDH1/2* mutations in cancer has been reported, the precise mechanism(s) of mutant *IDH1/2* in carcinogenesis remains to be elucidated. In this study, we expressed cancer-associated hotspot IDH1/2 mutants in MEF cells or HCT116 cells and performed functional analysis. We identified *Slc2a1* as a novel downstream target of *IDH1/2* mutations, suggesting that GLUT1 may be useful as a biomarker of tumors harboring *IDH1/2* mutations.

## Materials and methods

### Cell culture

MEF cells were isolated from embryos of C57BL/6 mice at embryonic day 13.5 (ED13.5) and immortalized spontaneously by serial passages. HCT116, a human colorectal cancer cell line, was purchased from the American Type Culture Collection (Manassas, VAMEF). MEF cells and HCT116 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Thermo Fisher Scientific, Waltham, MA) and McCoy’s 5A (modified) medium (Thermo Fisher Scientific), respectively, supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific) and antibiotic/antimycotic solution (Sigma, St. Louis, MO). All animal experiments were approved by the Ethics Committee for Animal Experimentation and conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals of the Institute of Medical Science and Department of Medicine, the University of Tokyo. Mice were euthanized with carbon dioxide followed by cervical dislocation.

### Reagents

Octyl-(R)-2HG, PI-103 and rapamycin were purchased from Sigma, Cayman (Ann Arbor, MI) and LC Laboratories (Woburn, MA), respectively.

### Retroviral plasmids and transduction

The wild-type (WT) cDNAs of human *IDH1* and *IDH2* were amplified by PCR using cDNA of SW480 cells as a template. The *IDH1*^*R132C*^ and *IDH2*^*R172S*^ mutant (MUT) cDNA were generated by a PCR-based site-directed mutagenesis and PCR amplification using cDNA of SW1353 cells carrying the mutation as a template, respectively. Both WT and MUT *IDH1/2* cDNAs were cloned into pCAGGSn3FC vectors to fuse a 3×FLAG tag at their C-terminus. The 3×FLAG tagged WT and MUT *IDH1/2* cDNAs were subcloned into a retroviral vector pMXs-puro (pMX-control) to obtain wild-type and mutant pMXs-3×FLAG-IDH1/2 (pMX-IDH1WT, pMX-IDH2WT, pMX-IDH1MUT and pMX-IDH2MUT) plasmids. Retroviral particles were produced by the transfection of PLAT-A packaging cells with pMX-IDH1WT, pMX-IDH2WT, pMX-IDH1MUT, pMX-IDH2MUT or pMX-control plasmids using Fugene 6 Transfection Reagent (Promega, Madison, WI). Viral supernatants were collected and used for infection. The cells expressing each gene were selected in the medium containing 2 μg/ml puromycin. After resistant cells to puromycin were selected, the cells stably expressing wild-type or mutant IDH1/2 (MEF-1WT, MEF-2WT, MEF-1MUT, and MEF-2MUT for MEF cells; HCT116-1WT, HCT116-2WT, HCT116-1MUT and HCT116-2MUT for HCT116 cells) and the cells transduced with control retrovirus (control MEF and control HCT116) were used for experiments.

### RNA-seq and gene set enrichment analysis

Total RNA was extracted from the MEF-2MUT cells, control MEF cells, and MEF cells treated with or without 2-HG using RNeasy Plus mini Kit (Qiagen, Valensia, CA). All experiments were carried out in triplicate. RNA integrity was evaluated using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and RNA samples with RNA Integrity Number (RIN) > 8.8 were subjected to RNA-seq analysis. RNA-seq libraries were prepared with 100 ng of total RNA, using an Ion AmpliSeq Transcriptome Mouse Gene Expression kit (Thermo Fisher Scientific). The libraries were sequenced on the Ion Proton system using an Ion PI Hi-Q Sequencing 200 kit and Ion PI Chip v3 (Thermo Fisher Scientific), and the sequencing reads were aligned to AmpliSeq_Mouse_Transcriptome_V1_Reference using Torrent Mapping Alignment Program (TMAP). The data were analyzed using AmpliSeqRNA plug-in v5.2.0.3, a Torrent Suite Software v5.2.2 (Thermo Fisher Scientific), which provides QC metrics and normalized read counts per gene. Data processing was performed using the GeneSpring GX13.1 (Agilent Technologies). Genes with Benjamin-Hochberg-corrected p-values less than 0.05 were considered differentially expressed. Additionally, gene set enrichment analysis (GSEA) was performed using GSEA v4.1.0 for Windows with gene sets derived from hallmark collections, Pathway Interaction Database (PID) and BioCarta. KEGG pathway analysis was carried out using Molecular Signatures Database (MSigDB v7.2, http://www.broadinstitute.org/gsea/msigdb/index.jsp). All RNA-seq data were deposited to the NCBI sequence read archive (SRA) database under accession number GSE180369.

### Quantitative reverse-transcription PCR (qRT-PCR)

Total RNA was extracted from cultured cells using RNeasy Plus mini Kit (Qiagen). cDNA was synthesized from 1 μg of total RNA with Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics GmbH, Mannheim, Germany). Quantitative PCR was performed using qPCR Kapa SYBR Fast ABI Prism Kit (Kapa Biosystems, Wilmington, MA) with sets of primers for *Ptgs2*, *Lamc2*, *Slc2a1* and *Hif1α* on StepOnePlus (Thermo Fisher Scientific). Sequences of the primers used are shown in Table 1. 

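Primer pairs were placed on the transcripts of GENCODE M21, the annotation of the mouse genome GRCm38. The Slc2a1 primers TTACAGCGCGTCCGTTCT and TCCCACAGCCAACATGAG lie in exons 1 and 2 of a transcript with 10 exons and enclose a product of 114 bases across the start of the coding sequence, on chromosome 4 between 119108892 and 119120423. The Ptgs2 primers GATGCTCTTCCGAGCTGTG and GGATTGGAACAGCAAGGATTT also lie in exons 1 and 2 and enclose 75 bases, on chromosome 1 between 150100223 and 150100995. The Hif1a primers CATGATGGCTCCCTTTTTCA and GTCACCTGGTTGCTGCAATA lie in exons 13 and 14 of 15, within the coding sequence, and enclose 60 bases on chromosome 12 between 73944155 and 73944937. An exact match to any of these 6 primers was found in no transcript of another annotated gene. The forward primer of the internal control Gapdh, TGTCCGTCGTGGATCTGAC, had exact matches in transcripts of 41 other annotated genes, and the reverse primer, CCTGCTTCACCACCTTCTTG, in those of 135. What kind of genes these are, how many match both primers and whether any is expressed were not examined, so the counts do not show that other products are amplified.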

The levels of transcripts were determined by the relative standard curve method, and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) was used as an internal control.

**Table 1:** Sequence of primers used in qPCR.

Gene	Strand	Primer Sequence (5’>3’)
*Ptgs2*	Forward	GATGCTCTTCCGAGCTGTG
	Reverse	GGATTGGAACAGCAAGGATTT
*Lamc2*	Forward	CTGGAGATCAGCAGCGAGA
	Reverse	TGCTGTCACATTAGCTTCCAA
*Slc2a1*	Forward	TTACAGCGCGTCCGTTCT
	Reverse	TCCCACAGCCAACATGAG
*Hif1α*	Forward	CATGATGGCTCCCTTTTTCA
	Reverse	GTCACCTGGTTGCTGCAATA
*Gapdh*	Forward	TGTCCGTCGTGGATCTGAC
	Reverse	CCTGCTTCACCACCTTCTTG

### Western blotting

Total protein was extracted from cultured cells using radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris-HCl, pH8.0, 150 mM sodium chloride, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate, 1.0% NP-40) supplemented with the Protease Inhibitor Cocktail Set III (Calbiochem, San Diego, CA) and a phosphatase inhibitor cocktail PhosSTOP^™^ (Roche). Protein concentration was determined by BCA Protein Assay Kit (Thermo Fisher Scientific). Protein (30–50 μg/lane) was separated by 10% SDS-PAGE and transferred on to a polyvinylidene fluoride (PVDF) membrane (GE Healthcare, Buckinghamshire, UK). After the blocking with 5% skim milk in TBS-T (Tris-buffered saline-Tween20) for 1 h, the membranes were incubated overnight with primary antibodies including anti-Flag (F3165, Sigma), anti-Glut1 (ab115730, Abcam, Cambridge, UK), anti-phospho-S6k (9205, Cell Signaling Technology, Danvers, MA), anti-total-S6k (2708, Cell Signaling Technology), anti-phospho-Akt (Ser473) (4060, Cell Signaling Technology), anti-phospho-Akt (Thr308) (13038, Cell Signaling Technology), anti-total-Akt (4681, Cell Signaling Technology), anti-Hif1α (14179, Cell Signaling Technology), anti-IDH1 (D2H1) (8137, Cell Signaling Technology), anti-IDH2 (D8E3B) (56439, Cell Signaling Technology), and anti-β-actin (A5441, Sigma). All antibodies except anti-Glut1 (1:50,000) were diluted by 1:1000. Horseradish peroxidase-conjugated goat anti-mouse or anti-rabbit IgG (GE Healthcare) served as the secondary antibody for the ECL Detection System (GE Healthcare).

### Cell proliferation assay

Cell proliferation assay was carried out by water soluble tetrazolium salts (WST)-based colorimetric method using Cell-counting kit-8 according to the manufacturer’s recommendations (Dojindo, Kumamoto, Japan). Absorbance was measured at 450 nm using FLUOstar OPTIMA Microplate Reader (BMG Labtechnologies, GmbH, Germany).

### 2-HG measurement

An enzymatic 2-HG assay was used to determine the intracellular 2-HG concentration. Lysates of 5×10^6^ cells were collected and their intracellular 2-HG content was measured using a D-2-HG Assay Kit (Abcam). Absorbance was measured by FLUOstar OPTIMA Microplate Reader (BMG Labtechnologies) at 450nm. D-2-HG concentrations of indicated cell lysates were calculated according to manufacturer’s instructions.

### Glucose uptake assay

Cells were plated in a 12-well cell culture plate and incubated overnight. Glucose uptake was measured by Glucose Uptake-Glo^™^ Assay (Promega), according to the manufacturer’s protocol. Cell viability was quantified simultaneously by CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega) for normalization.

### Lactate level assay

Lysates of 2×10^4^ cells were collected, respectively. Intracellular lactate levels were then measured by Lactate-Glo^™^ Assay (Promega), according to manufacturer’s protocol. Cell viability was quantified simultaneously by CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega) for normalization.

### Gene silencing

Small interfering RNA (siRNA) targeting *Hif1α* (SASI_Mm01_00070473), *Akt1* (Mm_Akt1_3533), *Akt2* (Mm_Akt2_5904), and *Akt3* (Mm_Akt3_0790) were purchased from Sigma and control siRNA (ON-TARGETplus Non-targeting Pool #D-001810-10) was purchased from GE Dharmacon (Lafayette, CO). Target sequences of the siRNAs are shown in Table 2. 

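Target sequences of 19 bases were placed on the GENCODE M21 transcripts of GRCm38. The Hif1a target CAAGCAACUGUCAUAUAUA lies in exon 8 of 15, on the forward strand of chromosome 12 from 73937730 to 73937748, and is found in 3 of the 5 annotated transcripts of the gene and in 1 other annotated gene, Gm49321, which overlaps Hif1a. The Akt1 target GUGAUUCUGGUGAAAGAGA lies in exon 6 of 14, on the reverse strand of chromosome 12 from 112658605 to 112658623, and is found in 5 of 9 transcripts. The Akt2 target GAGAUGUGGUGUACCGUGA lies in exon 9 of 14, on chromosome 7 from 27634659 to 27634677, and is found in 6 of 14 transcripts and in 1 other annotated gene, the pseudogene Akt2-ps. These 3 targets are within coding sequence. No RNA-seq library of the silenced cells was analysed here.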

Cells were seeded one day before the treatment with siRNA, and transfected with 10 nM of the aforementioned siRNAs using Lipofectamine RNAiMAX (Thermo Fisher Scientific). Forty-eight hours after the transfection, RNA and proteins were extracted from the cells. The silencing effect of siRNAs was evaluated by real-time qPCR and Western blotting.

**Table 2:** Sequence of siRNA.

siRNA	Sequence
Control	ON-TARGETplus Non-targeting Control Pool #D-001810-10
*Hif1α*	CAAGCAACUGUCAUAUAUA
*Akt1*	GUGAUUCUGGUGAAAGAGA
*Akt2*	GAGAUGUGGUGUACCGUGA
*Akt3*	CUGUUAUAGAGAGAACAUU

### Statistical analysis

Statistical analysis was performed by Student’s t-test with Benjamini-Hochberg correction for the analysis of gene expression profiles. Unpaired Student’s t-test was used for the statistical analysis of cell proliferation, qRT-PCR, glucose uptake assay and lactate level assay.

## Results

### Analysis of 2-HG production and cellular proliferation in MEF and HCT116 cells expressing cancer-associated *IDH1/2* mutations

To investigate the function of IDH1/2 mutants (IDH1^R132C^ and IDH2^R172S^) in carcinogenesis, MEF cells and HCT116 cells that stably express exogenous wild-type or mutant IDH1/2 (MEF-1WT, MEF-2WT, MEF-1MUT, and MEF-2MUT for MEF cells; HCT116-1WT, HCT116-2WT, HCT116-1MUT, and HCT116-2MUT for HCT116 cells) were established using a retrovirus transduction system (Fig 1A, S1 and S2A Figs). To evaluate the converting activity of the mutant IDH1/2 proteins from α-KG to 2-HG, we measured 2-HG accumulation in MEF cells and HCT116 cells using an enzymatic assay (Fig 1B and S2B Fig). Expression of the mutant IDH1 and IDH2 induced 2-HG accumulation in MEF cells (MEF-1MUT and MEF-2MUT cells) by 1.25-fold and 3.03-fold, respectively, compared to the control cells. Similarly, mutant IDH1 and IDH2 augmented 2-HG accumulation in HCT116 cells (HCT-1MUT and HCT-2MUT cells) by 1.84 and 5.16 fold, respectively, compared to HCT116 control cells. These data indicate that both mutants enhance the conversion from α-KG to 2-HG, and that the mutant IDH2 exhibits a stronger effect on the conversion to 2-HG compared with the mutant IDH1.

**Fig 1:**
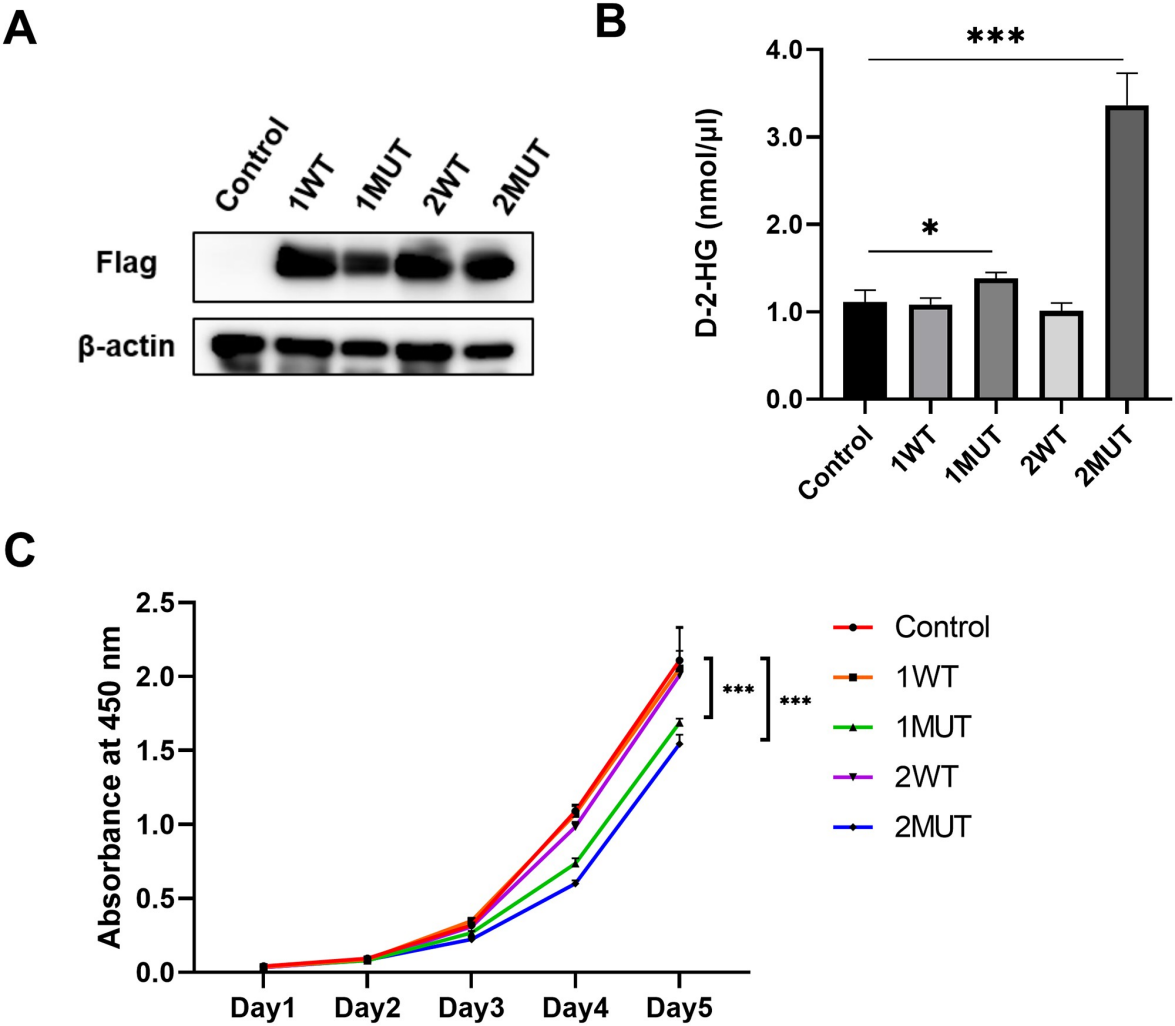
Effect of wild type and mutant IDH1/2 on 2-HG and cellular proliferation. (A) Western blot analysis of the MEF-1WT, MEF-1MUT, MEF-2WT, MEF-2MUT and control MEF cells. Expression of β-actin served as an internal control. (B) Concentration of 2-HG in the lysates from cells indicated in (A). The data represent mean ± SD of three independent experiments. * p<0.05, *** p<0.001. (C) The proliferation of cells was measured by WST-8 assay. The data represent mean ± SD of three independent experiments. *** p<0.001.

Next, we analyzed the effect of these mutants on cell proliferation. The proliferation of the MEF cells and HCT116 cells were examined using a WST-8 assay. Unexpectedly, exogenous expression of the mutant IDH1 as well as the mutant IDH2 slightly suppressed the proliferation of MEF-1MUT and MEF-2MUT, compared to the control cells, MEF-1WT, or MEF-2WT (Fig 1C). Although exogenous expression of wild type IDH1 or IDH2 slightly suppressed the proliferation of HCT116 cells, that of mutant IDH1 or IDH2 showed greater suppression than the wild types (S2C Fig). In addition, mutant IDH2 was more effective than mutant IDH1 on the growth retardation.

### Identification of pathways and genes commonly regulated by cancer-associated IDH2 mutant and 2-HG

To clarify the effect of IDH2 mutant through accumulated 2-HG, we performed RNA-seq analysis. 

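RNA-seq was carried out on MEF cells, fibroblasts isolated from mouse embryos, in 4 groups of 3 libraries each. 2MUT cells stably expressed the mutant of human IDH2 from a retroviral vector, and Control cells carried the vector alone. Cells expressing wild-type IDH2 were not among the 4 groups, so effects of the mutation and of added IDH2 cannot be told apart. In the other experiment, MEF cells were cultured for 24 h with 300 μM of membrane-permeant 2-HG, 2-HG(+), or without it, 2-HG(-). The sample labels describe the 2-HG(-) cells as treated with the solvent DMSO, whereas the paper describes them as non-treated. The libraries were prepared with an Ion AmpliSeq kit, in which a short target of each transcript is amplified and sequenced, so that a value reflects the amplified target and not the whole transcript. The authors aligned the reads to the AmpliSeq mouse reference with TMAP, counted them per gene with the AmpliSeqRNA plug-in, and deposited the values as RPM, reads on a gene per 1000000 reads of the library, in one table for each experiment.

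The values of each library were whole multiples of the worth of 1 read for 100% of the genes, which gave the depth of each library. Reads counted on genes were 6758352, 7020095 and 7313602 in Control and 6472439, 6830420 and 7267323 in 2MUT. The 2-HG experiment was sequenced more deeply, with 18363768, 14959318 and 16655550 reads in 2-HG(-) and 15126812, 16631454 and 15304353 reads in 2-HG(+). A level of 3 reads, taken as the limit of detection, corresponded to between 0.41 and 0.464 RPM in the first experiment and between 0.163 and 0.201 RPM in the second. The tables share 20445 names, while 22835 names are listed only in the first and 3485 only in the second, so each comparison was tested within its own table. Replicate libraries of a group differed by more than the sampling noise, with a chi-square per degree of freedom between 5.57 and 31.4, and each was counted as 1 replicate. Whether the libraries of Control or of 2MUT came from separate transductions is not stated. Their spread may therefore be that of cultures of one line, and the tests do not separate the mutant from other differences between the lines.

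Differences were tested on log2(RPM + 1) with limma's moderated test with a mean-variance trend, over genes with a mean of at least 1 RPM in the 6 libraries of the comparison, and p-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Log2 fold changes are on this scale, which understates the change of genes with low values. The authors processed the values in GeneSpring and used a per-gene test without moderation, with the same adjustment and threshold. The choice of test, the filter on low values and the value added before the logarithm could each change the number of genes. The endogenous Idh2 was 77.3 ± 5.54 RPM (SD, n = 3) in Control and 49.6 ± 6.39 RPM (SD, n = 3) in 2MUT, a log2 fold change of -0.63 (limma, Benjamini-Hochberg adjusted p = 0.003). The table lists mouse genes, and whether reads of the human IDH2 transgene were counted on any of them was not analysed here.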

Comparison of expression profiles of the MEF cells expressing mutant IDH2 (2MUT) with control MEF cells (Control) identified a total of 575 up-regulated and 716 down-regulated genes (Fig 2A). 

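Of 11065 genes tested in the 6 libraries, 1826 were higher and 1915 were lower in 2MUT than in Control at an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment, no limit on fold change). The alternative that moved these numbers most among those fixed before the data were examined was an unmoderated per-gene test, which gave 1021 higher and 1223 lower genes. With each library left out in turn, between 1271 and 1926 genes were higher and between 1484 and 1880 were lower. The largest rise among genes of at least 10 RPM whose 3 libraries all lay above the other 3 was in Aqp1, on chromosome 6 from 55336432 to 55348555 in GRCm38, which increased from 32.3 ± 7.6 RPM (SD, n = 3) to 830 ± 38.2 RPM (SD, n = 3), a log2 fold change of 4.67 (standard error 0.15, limma, Benjamini-Hochberg adjusted p = 1.8e-08). It was followed by the neighbouring genes Tnfrsf22 and Tnfrsf23, with log2 fold changes of 4.61 and 4.34, by the non-coding gene Gm13415 (4.41) and by Igfbp7 (3.85). The Tnfrsf22 and Tnfrsf23 values are uncertain as single genes because the authors' counting could have split reads between these related genes. The largest fall was in Ptchd1 on chromosome X, from 37.3 ± 4.91 RPM (SD, n = 3) to 1.85 ± 0.434 RPM (SD, n = 3), with a log2 fold change of -3.75 (standard error 0.19, limma, Benjamini-Hochberg adjusted p = 2.9e-07). Gm15156, which overlaps Ptchd1 on the opposite strand and could share its reads, fell by 3.40 on the log2 scale. Cyp2f2, Usp11 and the cell cycle gene Cdca5 had log2 fold changes of -3.31, -3.18 and -3.03, and these genes stayed past the threshold with any 1 library left out.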

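In the 2-HG experiment, 10384 genes were tested, of which 1668 were higher and 1737 were lower in 2-HG(+) than in 2-HG(-) by limma with Benjamini-Hochberg adjustment. The unmoderated per-gene test gave 1098 and 1139 genes. Leaving out 1 library at a time gave between 1146 and 1745 higher genes and between 1176 and 1580 lower genes. The largest rise was in Car6, from 1.24 ± 0.331 RPM (SD, n = 3) to 64.8 ± 8.12 RPM (SD, n = 3), a log2 fold change of 4.88 (standard error 0.16, limma, Benjamini-Hochberg adjusted p = 2.4e-07). Cth, Stbd1 and Slc7a11 rose with log2 fold changes of 3.44, 3.17 and 2.83. Cdkn1a rose by 2.88, but its 2-HG(+) libraries stood at 113, 30 and 30.2 RPM, and the log2 fold change was 2.25 without the first of them. The largest fall was in Serpina3g, from 43.6 ± 5.79 RPM (SD, n = 3) to 2.12 ± 0.284 RPM (SD, n = 3), with a log2 fold change of -3.83 (standard error 0.15, limma, Benjamini-Hochberg adjusted p = 5.5e-07). Serpina3g belongs to a family of related genes, so its reads are uncertain as those of a single gene. It was followed by Ifi44 (-3.72), Oasl2 (-3.54), Ndnf (-3.53) and Sod3 (-3.51), each past the threshold with any 1 library left out.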

We also compared expression profiles of MEF cells treated with 300 μM of membrane-permeant 2-HG with non-treated MEF cells, and found a total of 884 up-regulated genes and 1046 down-regulated genes by the 2-HG treatment. Combination of these data identified a total of 117 genes including 37 commonly up-regulated genes and 80 commonly down-regulated genes by the IDH2 mutant and 2-HG treatment (S1 Table).

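Among 9594 genes tested in both comparisons, 144 were higher and 294 were lower in both. Had the 2 sets of genes been independent, 261.4 and 274.7 genes would have been shared. The first number was lower than this (Fisher's exact test, two-sided p = 3.3e-20) and the second was not distinguishable from it (two-sided p = 0.17), although it was under other settings; genes are not independent of each other, so these p-values describe the overlap only. Another 403 genes were higher in 2MUT and lower in 2-HG(+), against 259.9 for independent sets, and 497 were lower in 2MUT and higher in 2-HG(+), against 276.3. Across the 9594 genes, the log2 fold changes of the comparisons had a Pearson's r of -0.13 and a Spearman's rho of -0.16. The comparisons share no control libraries. With the unmoderated test, 68 genes were higher in both, against 96.4 for independent sets, and 154 were lower in both, against 116.1, so that the shared falls then exceeded this number (Fisher's exact test, two-sided p = 0.00014). They also exceeded it without a filter, at 245 against 181.6 (Fisher's exact test, two-sided p = 3e-07), with the replicate number as a block, at 248 against 212.2 (Fisher's exact test, two-sided p = 0.0045), and in 7 of the 12 fits that each left out 1 library (Fisher's exact test, two-sided p between 0.00043 and 0.045). An unmoderated fit with a floor of 1 RPM and no filter was chosen after seeing the values. It gave 35 genes higher in both, against 30.4 for independent sets (Fisher's exact test, two-sided p = 0.39). It gave 83 lower in both, against 40.8 (Fisher's exact test, two-sided p = 4.4e-10). Without a filter, 13984 genes were compared and fewer passed in each comparison, which lowers the number for independent sets. With that floor, genes under 1 RPM in every library also have a log2 fold change of 0 by construction. The unfiltered fit therefore cannot decide whether shared rises were in deficit. With the same floor and test and the filter kept, 69 were higher in both, against 95.8 (Fisher's exact test, two-sided p = 0.0018).

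The S1 Table was held complete, with 117 genes. Of these, 111 passed the threshold in both comparisons in the direction the paper gives (limma with Benjamini-Hochberg adjustment), 33 of the 37 up-regulated and 78 of the 80 down-regulated genes. Smad1 (0.077), Ttbk1 (0.065) and 2500002B13Rik (0.08) did not reach an adjusted p-value of 0.05 by limma in the 2-HG comparison, Acot7 (0.23) and S100a1 (0.12) did not in the 2MUT comparison, and Mmp9 lay under the filter of 1 RPM there. From the genes shared by the comparisons, the paper derives the set it takes as commonly regulated by the IDH2 mutant and 2-HG.

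**Figure D1:**
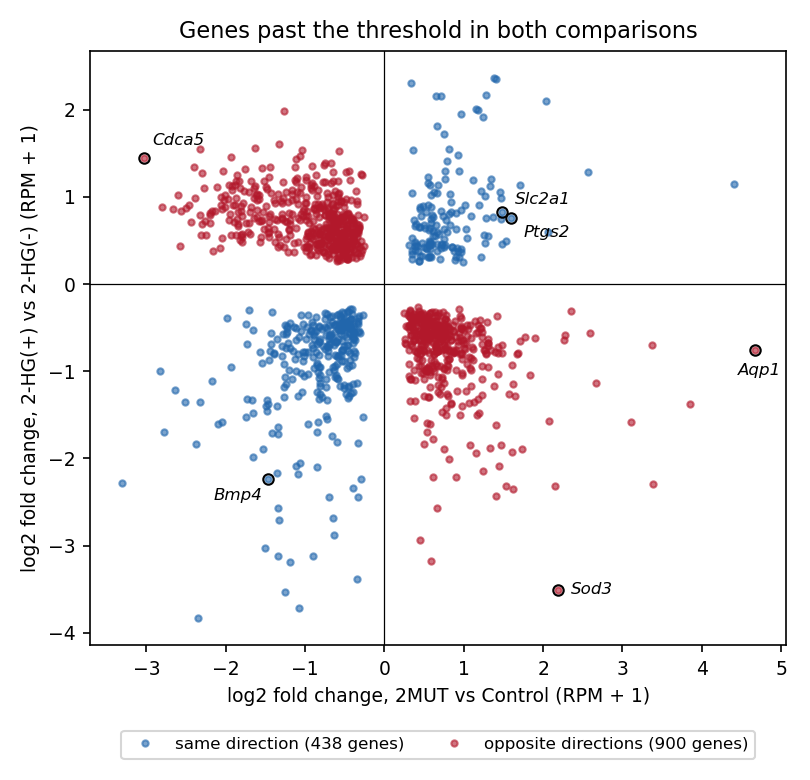
Log2 fold changes of the genes past the threshold in both comparisons, 2MUT against Control on the horizontal axis and 2-HG(+) against 2-HG(-) on the vertical axis, both on log2(RPM + 1). Each point is a gene, 438 in the same direction in blue and 900 in opposite directions in red; Slc2a1 and Ptgs2 lie at the upper right, Bmp4 at the lower left, and Aqp1, Sod3 and Cdca5 among the genes of opposite direction.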

**Fig 2:**
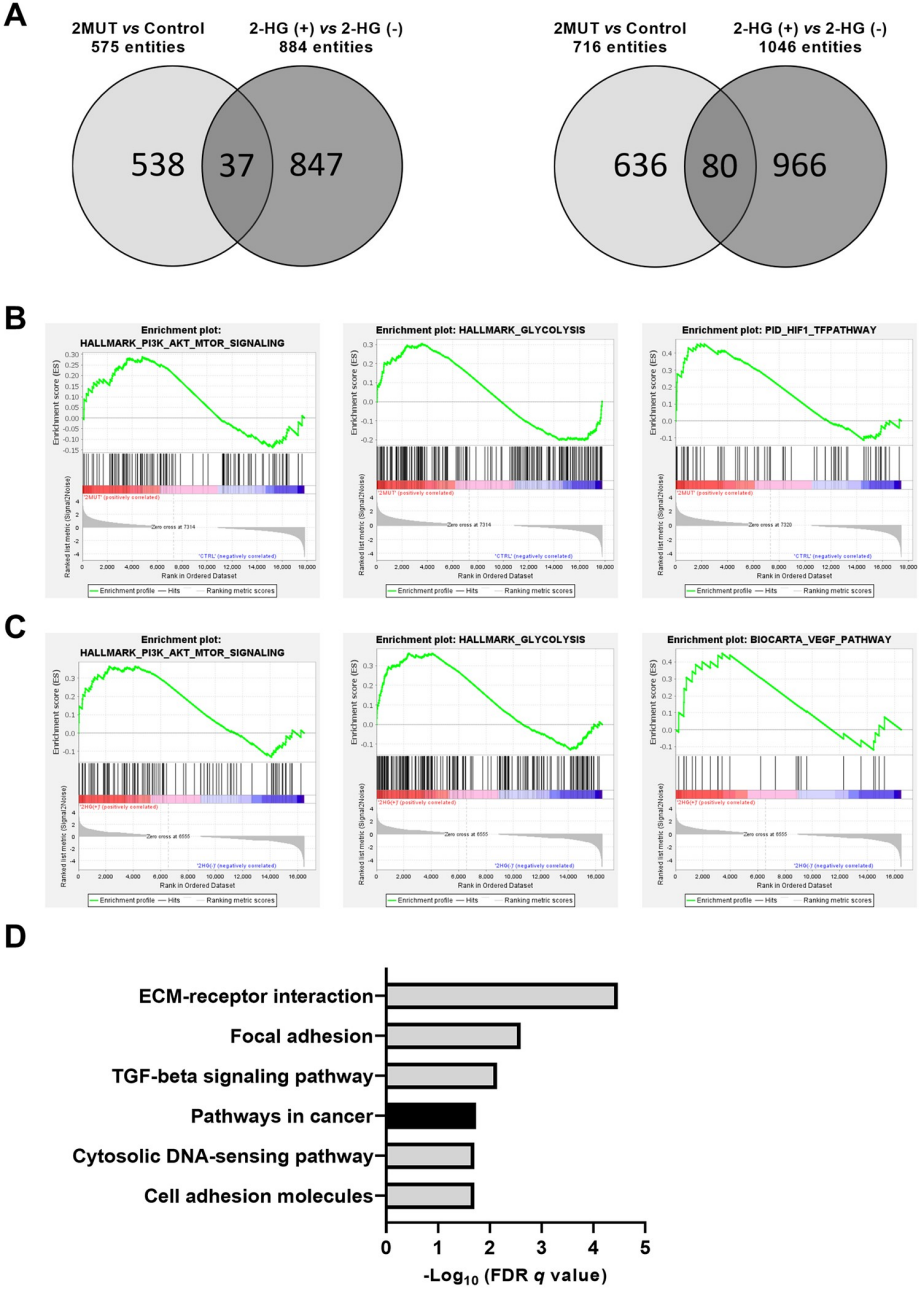
Genes with altered expression by the IDH2 mutant or 2-HG treatment. (A) Venn diagram of up-regulated (left) and down-regulated (right) genes by the overexpression of the IDH2 mutant or the treatment with 2-HG in MEF cells. (B) GSEA plot of enriched PI3K_AKT_MTOR signaling, glycolysis, and HIF1_TF pathway gene sets by the expression of the IDH2 mutant in MEF cells. (C) GSEA plots of enriched PI3K_AKT_MTOR signaling, glycolysis and VEGF pathway gene sets by the treatment with 2-HG in MEF cells. (D) FDRs of enriched gene sets by the IDH2 mutant and 2-HG treatment in KEGG pathway analysis.

We then carried out GSEA for the gene profiles altered by the mutant IDH2, and those altered by 2-HG (Fig 2B and 2C, S2 and S3 Tables). 

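The gene sets used in the paper were not used here. In their place, lists of genes written from general knowledge, 10 in all, were tested with limma's camera on log2(RPM + 1), with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 20 tests. The lists were written before the data were examined but after the paper's S1 to S3 Tables had been read, and Slc2a1 was left out of them because the paper selected it from these libraries. The mean log2 fold change of 26 components of the PI3K/Akt/mTOR cascade was 0.22 in 2MUT (standard error over libraries 0.04, camera adjusted p = 0.037). Every 2MUT library had a higher mean than every Control library, a separation that 3 libraries against 3 show by chance in 10% of cases. Of the 26 components, 7 were higher and 0 were lower when adjusted over all genes, and 5 and 0 when adjusted over the list alone. With 2-HG, the mean of 27 components was -0.07 (standard error 0.04, camera adjusted p = 0.56), with 5 genes higher and 7 lower by either adjustment. The mean over glycolytic enzymes and transporters was -0.09 over 17 genes in 2MUT (standard error 0.02, camera adjusted p = 0.61) and 0.06 over 15 genes with 2-HG (standard error 0.09, camera adjusted p = 0.61). In 2MUT, 4 of them were higher and 5 were lower, and 5 and 6 when adjusted over the list alone; with 2-HG, 3 were higher and 3 were lower, and 4 and 3 when adjusted over the list alone. The mean with 2-HG changed sign to -0.02 without the second 2-HG(-) library. Of the 9 list tests past the threshold in the study, 8 also passed it under fry and 4 under camera with a correlation estimated for each list. The PI3K/Akt/mTOR list in 2MUT passed under fry (adjusted p = 0.0063) and did not pass with the estimated correlation (adjusted p = 0.21). With camera adjusted over the 10 lists of the 2MUT comparison alone, 2 lists passed, and the PI3K/Akt/mTOR list was not among them. The camera call for the PI3K/Akt/mTOR cascade components in 2MUT vs Control was also lost in 3 of the 6 fits that each left out 1 library, without the second Control library (adjusted p = 0.058), the third Control library (adjusted p = 0.054) or the third 2MUT library (mean 0.19, adjusted p = 0.074). The paper's S2 Table gives a normalized enrichment score of 1.12 (FDR q-value 0.295) for its PI3K/Akt/mTOR set and 1.11 (FDR q-value 0.303) for its glycolysis set in 2MUT, and the paper's S3 Table gives 1.35 (FDR q-value 0.15) and 1.3 (FDR q-value 0.153) with 2-HG.

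**Figure D2:**
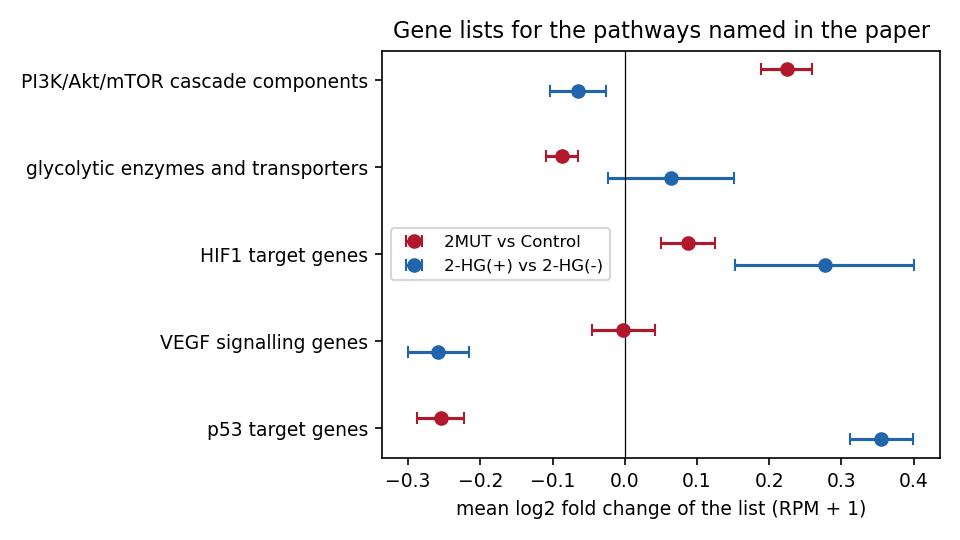
Mean log2 fold change, on log2(RPM + 1), of the gene lists written for the pathways the paper names, for 2MUT against Control in red and 2-HG(+) against 2-HG(-) in blue. Bars are standard errors over the 3 libraries of each group; the PI3K/Akt/mTOR list lies above 0 in 2MUT, the VEGF list lies below 0 with 2-HG, and the p53 list lies on opposite sides of 0.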

The analysis showed enrichment of signatures corresponding to “PI3K/Akt/mTOR signaling” and “glycolysis” in cells expressing the IDH2 mutant as well as in cells treated with 2-HG. In addition, gene sets correlated with “HIF1 pathway” were enriched in the *IDH2* mutant cells but not in the cells with 2-HG treatment. On the other hand, genes associated with “VEGF pathway” were enriched by 2-HG treatment, but not in the *IDH2* mutant cells.

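The list for HIF1 held 27 target genes, and 8 of the 24 tested in 2MUT also stood in another of the lists. In 2MUT, the mean log2 fold change of these 24 genes was 0.09 (standard error 0.04 over libraries, camera adjusted p = 0.47). With 2-HG, the mean of 23 tested genes was 0.28 (standard error 0.12, camera adjusted p = 0.036), with 8 genes higher and 2 lower over all genes and 9 and 2 when adjusted over the list alone. The call for the HIF1 target genes in 2-HG(+) vs 2-HG(-) did not hold under fry (adjusted p = 0.12) or with an estimated correlation (adjusted p = 0.62), and without the first 2-HG(+) library the mean was 0.15 (camera adjusted p = 0.25). Without the second 2-HG(-) library, the mean was 0.27 and the call was also lost (camera adjusted p = 0.056). The difference between the comparisons was not tested for the list as a whole. Of its 23 genes tested in both, 2 had a larger and 8 a smaller change in 2MUT than with 2-HG in limma's test of the difference.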

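For 21 genes of VEGF signalling, the mean log2 fold change with 2-HG was -0.26 (standard error 0.04 over libraries, camera adjusted p = 0.12; fry adjusted p = 0.0063). Among them, 2 were higher and 9 were lower in 2-HG(+), by adjustment over all genes and over the list alone. In 2MUT, the mean of the 21 tested genes did not differ from 0 by more than its standard error of 0.04 (camera adjusted p = 0.61), with 4 genes higher and 3 lower by either adjustment. These genes stand for the theme and are not the gene set of the paper.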

Next, to understand the biological alterations by the *IDH2* mutation through 2-HG accumulation, KEGG pathway analysis with the 117 overlapped genes was performed using curated gene sets in the MSigDB. We found significant enrichment of genes associated with “ECM-receptor interaction”, “focal adhesion”, “TGF-beta signaling pathway”, “pathways in cancer”, “cytosolic DNA-sensing pathway”, and “cell adhesion molecules” (Fig 2D, Table 3). These data suggest that accumulated 2-HG may alter communication between cells and matrix, cellular adhesion, and signal transduction pathways, and that these biological alterations may play a role in human carcinogenesis.

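Genes the paper lists in Table 3 were followed in both comparisons, apart from those of “pathways in cancer”. The collagen genes fell in both: Col1a2 had log2 fold changes of -0.82 in 2MUT and -0.81 with 2-HG, Col3a1 of -2.33 and -1.35, and Col11a1 of -2.64 and -1.21. The fall was larger in 2MUT for Col3a1 and Col11a1 (limma's test of the difference, Benjamini-Hochberg adjusted p = 0.00027 and 1.4e-05), whereas no difference was detected for Col1a2 (adjusted p = 0.97 by the same limma test). Thbs2, Sdc2, Cav1 and Dcn also fell in both comparisons, with log2 fold changes between -0.86 and -0.47 in 2MUT and between -1.24 and -0.50 with 2-HG. Smad1 rose by 0.40 in 2MUT (limma adjusted p = 0.0068). Of the genes of the cytosolic DNA-sensing pathway, Ccl5 fell by 2.37 and 1.83 and Zbp1 by 1.35 and 3.12 in 2MUT and with 2-HG. Sting1 is listed in the tables as Tmem173 and fell by 0.49 and 0.48. Of the cell adhesion molecules, Nlgn2 fell by 0.74 and 0.59 and Pvr rose by 1.47 and 0.98. Each of these changes passed the threshold (limma with Benjamini-Hochberg adjustment), except that of Smad1 with 2-HG. The genes were selected by the study from the same libraries, so their calls are not independent evidence.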

**Table 3:** Details of KEGG pathway analysis by MSigDB.

Name of Gene Set	Description	Overlapped gene symbols	p-value	FDR q-value
KEGG_ECM_ RECEPTOR_ INTERACTION	ECM-receptor interaction	*Lamc2*, *Thbs2*, *Col1a2*, *Col3a1*, *Col11a1*, *Sdc2*	1.82E-07	3.38E-05
KEGG_FOCAL_ ADHESION	Focal adhesion	*Lamc2*, *Thbs2*, *Col1a2*, *Col3a1*, *Col11a1*, *Cav1*	2.72E-05	2.53E-03
KEGG_TGF_BETA_ SIGNALING_ PATHWAY	TGF-beta signaling pathway	*Thbs2*, *Bmp4*, *Dcn*, *Smad1*	1.16E-04	7.17E-03
KEGG_PATHWAYS_ IN_CANCER	Pathways in cancer	*Lamc2*, *Bmp4*, *Slc2a1*, *Ptgs2*, *Mmp9*, *Jup*	3.96E-04	1.84E-02
KEGG_CYTOSOLIC_DNA_ SENSING_PATHWAY	Cytosolic DNA-sensing pathway	*Ccl5*, *Sting1*, *Zbp1*	5.67E-04	1.98E-02
KEGG_CELL_ADHESION_ MOLECULES_CAMS	Cell adhesion molecules (CAMs)	*Sdc2*, *Hla-a*, *Nlgn2*, *Pvr*	6.39E-04	1.98E-02

### Identification of Glut1 as a target molecule induced by the IDH1/2 mutants and 2-HG

To identify genes involved in *IDH1/2* mutation-associated carcinogenesis, we searched for genes commonly altered by the IDH2 mutant and the treatment with 2-HG. In the six enriched gene sets detected by KEGG pathway analysis, we focused on the six genes in “pathways in cancer” (Table 3). Three genes, *Ptgs2*, *Lamc2* and *Slc2a1*, were up-regulated, and three, *Bmp4*, *Mmp9* and *Jup*, were down-regulated (Table 3). 

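Slc2a1, on chromosome 4 from 119108711 to 119137983 in GRCm38, was 260 ± 31.4 RPM in Control and 729 ± 70.2 RPM in 2MUT (SD, n = 3 each), a log2 fold change of 1.49 (standard error 0.11, limma, Benjamini-Hochberg adjusted p = 4.4e-06). With 2-HG, it increased from 69.4 ± 8.75 RPM to 123 ± 15.6 RPM (SD, n = 3 each), a log2 fold change of 0.82 (standard error 0.13, limma, Benjamini-Hochberg adjusted p = 0.0012). The increase was larger in 2MUT by 0.67 on the log2 scale (limma's test of the difference, adjusted p = 0.011). With each library left out in turn, the log2 fold change lay between 1.40 and 1.57 in 2MUT and between 0.73 and 0.92 with 2-HG. Ptgs2, on chromosome 1 from 150100031 to 150108227, rose from 31.8 ± 3.22 RPM to 98.8 ± 14.6 RPM in 2MUT and from 13.9 ± 0.737 RPM to 24.2 ± 3.51 RPM with 2-HG (SD, n = 3 each), log2 fold changes of 1.60 and 0.75 (limma, Benjamini-Hochberg adjusted p = 1.2e-05 and 0.0026).

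Bmp4, on chromosome 14 from 46383520 to 46390669, fell from 178 ± 8.56 RPM to 63.6 ± 6.59 RPM in 2MUT and from 34.6 ± 4.41 RPM to 6.52 ± 0.754 RPM with 2-HG (SD, n = 3 each), with log2 fold changes of -1.47 and -2.24 (limma, Benjamini-Hochberg adjusted p = 4.1e-06 and 5.9e-06). Jup, on chromosome 11 from 100368958 to 100397763, fell by 0.65 and 0.96 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.0011 and 0.00027), and the difference between these falls did not pass the threshold (limma's test of the difference, adjusted p = 0.11). Mmp9, on chromosome 2 from 164940780 to 164955850, fell with 2-HG from 11.2 ± 1.47 RPM to 1.69 ± 0.551 RPM (SD, n = 3 each), a log2 fold change of -2.19 (limma, Benjamini-Hochberg adjusted p = 2.6e-05). In the 2MUT experiment, its libraries stood at 1.92, 1.85 and 1.64 RPM in Control and at 0, 0 and 0.138 RPM in 2MUT, at or under the limit of 3 reads, so it was at least 3.9-fold lower, and it was not tested because its mean lay under 1 RPM. Without this filter, it passed the threshold there as well. From the direction of these genes in both experiments, the paper goes on to examine those that were up-regulated.

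**Figure D3:**
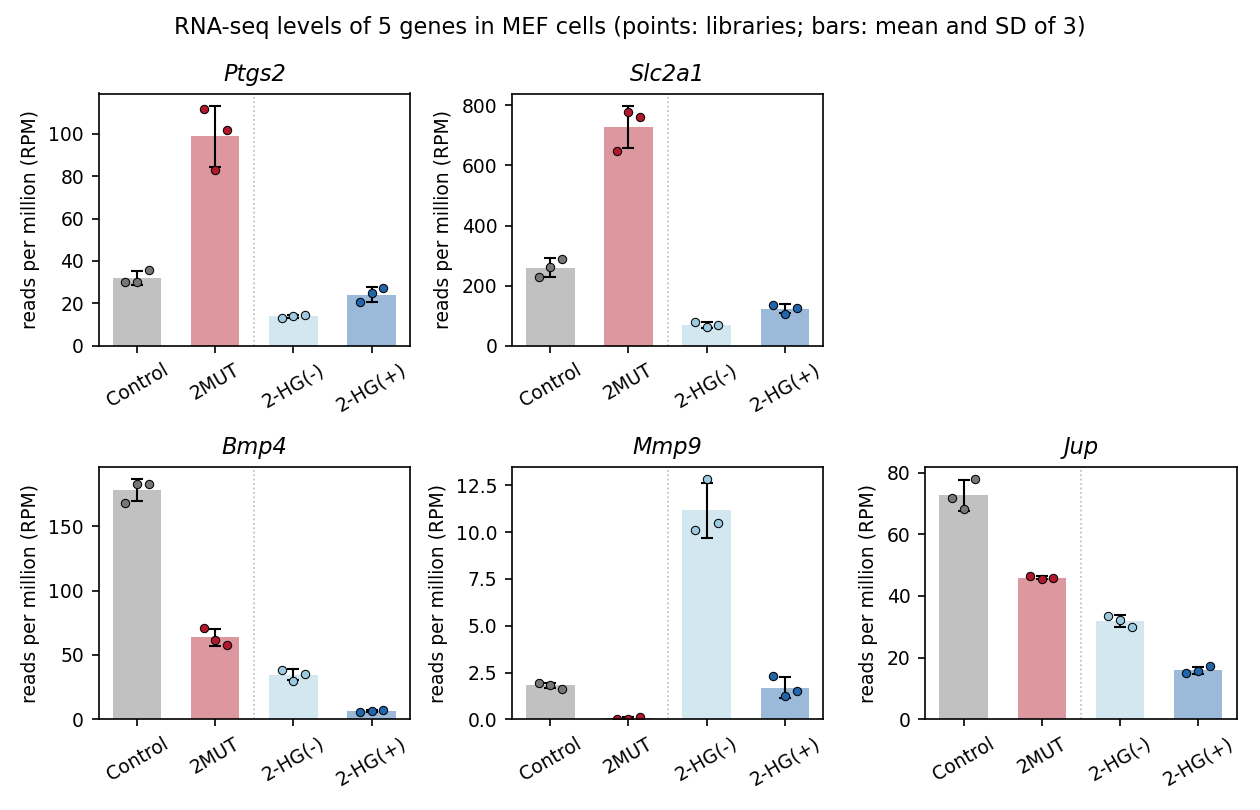
RPM of 5 genes in the Control, 2MUT, 2-HG(-) and 2-HG(+) libraries, on linear axes that start at 0. Points are libraries and bars are the mean and SD of 3; the 2 genes of the upper panels rise and the 3 genes of the lower panels fall in both experiments, and levels are comparable only within each experiment.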

Quantitative RT-PCR analysis confirmed that expression of *Ptgs2*, *Lamc2*, and *Slc2a1* were elevated by the IDH2 mutant (Fig 3A–3C) and 2-HG treatment (Fig 3D–3F). Additionally, the expression levels of these genes were similarly enhanced by the IDH1 mutant (Fig 3A–3C).

**Fig 3:**
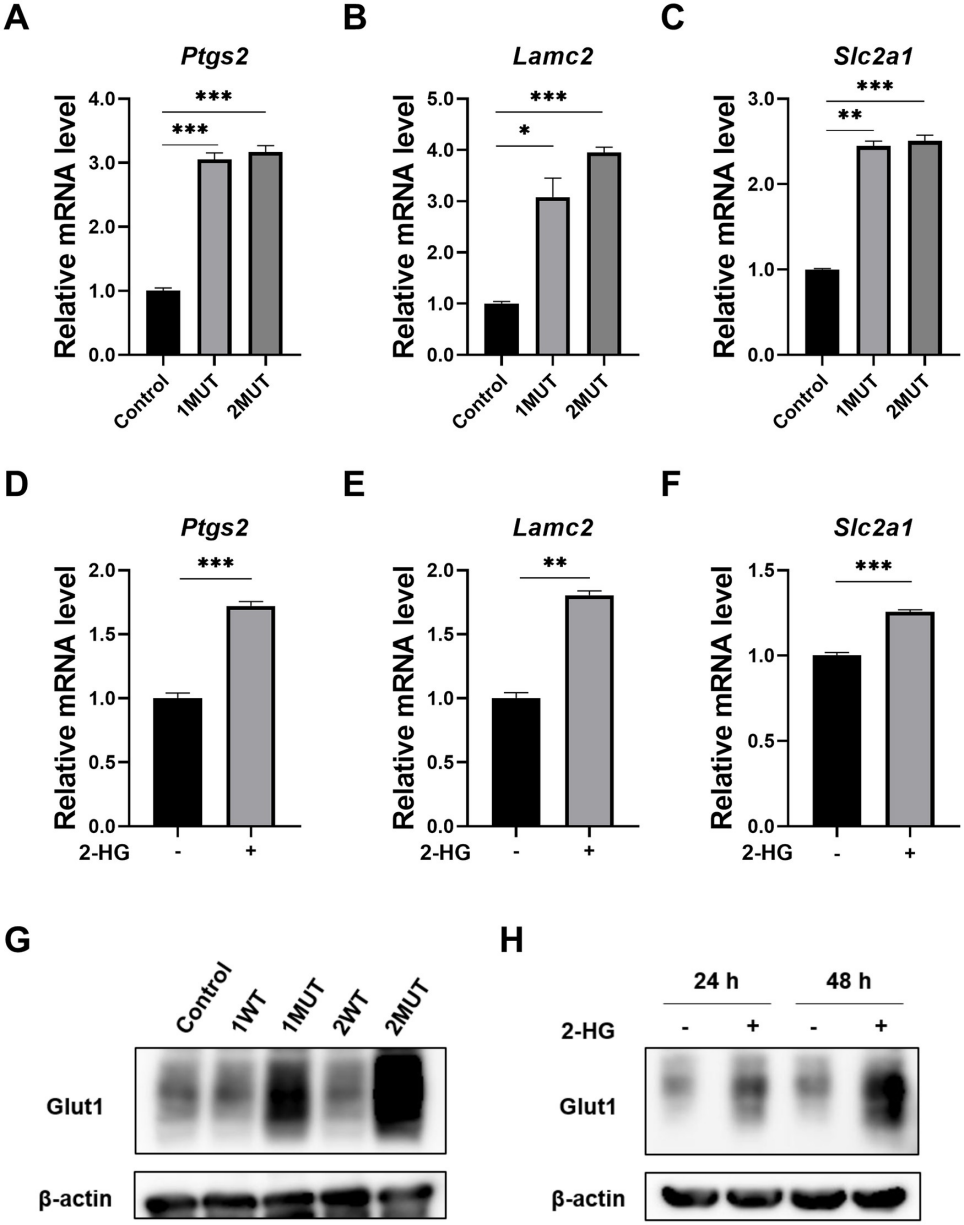
Enhanced expression of Glut1 by the expression of IDH1/2 mutants and 2-HG. (A–C) Induction of *Ptgs2* (A), *Lamc2* (B), and *Slc2a1* (C) in MEF cells stably expressing the IDH1 or IDH2 mutant. Expression was determined by real time-PCR. Expression of *Gapdh* was used as an internal control. The data represent mean ± SD of three independent experiments. * p<0.05, ** p<0.01, *** p<0.001. (D–F) Induction of *Ptgs2* (D), *Lamc2* (E), and *Slc2a1* (F) in MEF cells treated with 300 μM of 2-HG for 24 h. ** p<0.01, *** p<0.001. (G) Elevated expression of Glut1 protein by the IDH1/2 mutants. Expression of β-actin served as an internal control. The data are representative of three independent experiments. (H) Elevated expression of Glut1 protein in response to the treatment with 300 μM of 2-HG. Cell lysates were harvested at 24 h or 48 h after treatment and subjected to Western blotting.

Since *Slc2a1* encodes Glut1, a key molecule involved in cellular energy metabolism, we next focused on this molecule. Western blot analysis further corroborated increased expression of Glut1 by the IDH mutants (Fig 3G) and the treatment with 2-HG in MEF cells (Fig 3H). Consistently, both mutant IDH1 and IDH2 also induced Glut1 expression significantly in HCT116 cells (S2A Fig).

### Enhanced glucose uptake and glycolysis by the IDH1/2 mutants

Since Glut1, a glucose transporter that facilitates glycolysis, was up-regulated by the IDH1/2 mutants at least in part through the increase of 2-HG, we investigated the glucose uptake in MEF cells and HCT116 cells, using an enzymatic assay. As we expected, the capacity of glucose uptake in both MEF cells (MEF-1MUT and MEF-2MUT) and HCT116 cells (HCT116-1MUT and HCT116-2MUT) was significantly enhanced by the IDH1/2 mutants (Fig 4A and S2D Fig).

**Fig 4:**
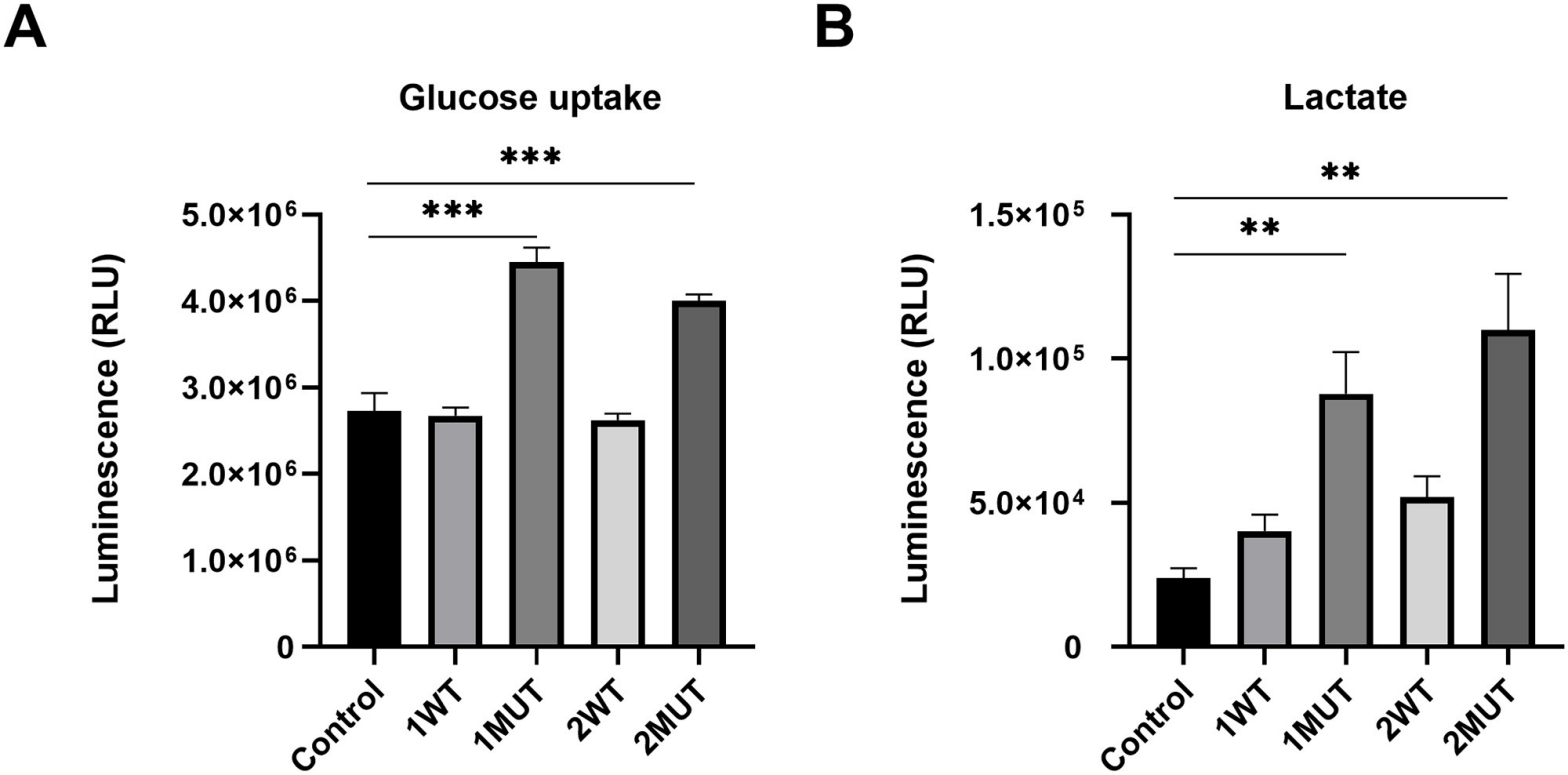
Augmentation of glucose uptake and intracellular lactate levels by the IDH1/2 mutants. (A) Glucose uptake levels in MEF-1WT, MEF-1MUT, MEF-2WT, MEF-2MUT, and the control cells were measured by a bioluminescent assay based on the detection of 2DG6P. The data represent mean ± SD of three independent experiments. *** p<0.001. (B) Intracellular lactate levels in the MEF cells indicated in (A) were measured by a bioluminescent assay for the detection of L-lactate. The data represent mean ± SD of three independent experiments. ** p<0.01.

We further measured possible alteration of intracellular lactate, the end product of glycolysis. In concert with the elevated expression of Glut1, an increase of intracellular lactate level was observed in MEF-1MUT and MEF-2MUT, suggesting that the up-regulation of Glut1 by IDH1/2 mutants contributes to the induction of glycolysis in MEF cells (Fig 4B). On the other hand, mutant IDH1 and IDH2 did not exhibit significant increase of intracellular lactate level in HCT116 cells, indicating that augmented Glut1 expression induced by IDH1/2 mutants may not be sufficient to affect glycolytic pathway in colorectal cancer cells (S2E Fig).

### Involvement of PI3K/Akt/mTOR pathway in the regulation of Glut1 induction by cancer-associated *IDH1/2* mutations

It was reported that *IDH1/2* mutations activate the PI3K/Akt/mTOR pathway [19]. 

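At the level of single genes, no change of Akt1 was detected in 2MUT, with 545 ± 11.2 RPM in Control and 546 ± 22 RPM in 2MUT (SD, n = 3 each, limma, Benjamini-Hochberg adjusted p = 0.99). Akt2 stood at a mean of 0.665 RPM in Control and at or under the limit of 3 reads in 2MUT, and was not tested. In the table of the 2-HG experiment, Akt2 was listed at 30.3 RPM in 2-HG(-); the tables were made separately and a level cannot be compared between them. RNA levels do not measure the phosphorylation of these kinases.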

Consistently, the GSEA analyses identified the association of the *IDH2* mutation with PI3K/Akt/mTOR signaling (Fig 2B). Thus, we investigated phosphorylation of Akt and ribosomal protein S6 kinase (S6k) in MEF cells and HCT116 cells. As a result, expression of phosphorylated S6k and Akt on Ser473 were increased by mutant IDH1 as well as mutant IDH2 (Fig 5A and S2A Fig), indicating both mTORC1 and mTORC2 were activated. In addition, the IDH1/2 mutants also induced elevated phosphorylation of Akt on Thr308 (Fig 5A and S2A Fig), which is regulated by PDK1. These data indicate activation of the PI3K/PDK1/Akt/mTOR cascade by the *IDH1/2* mutations. We further studied whether the induced Glut1 expression by the *IDH1/2* mutations is regulated through the activation of PI3K/Akt/mTORC1 pathway in MEF cells. As shown in Fig 5B, knockdown of *Akt1*, *Akt2* and *Akt3* by siRNA decreased Glut1 expression in the MEF cells with the IDH1/2 mutants. In addition, treatment with PI-103, a multi-targeted PI3K inhibitor, and rapamycin, an inhibitor of mTORC1, markedly reduced Glut1 expression (Fig 5C and 5D), suggesting that PI3K/Akt/mTORC1 pathway is involved in the increased Glut1 expression by the IDH mutants.

**Fig 5:**
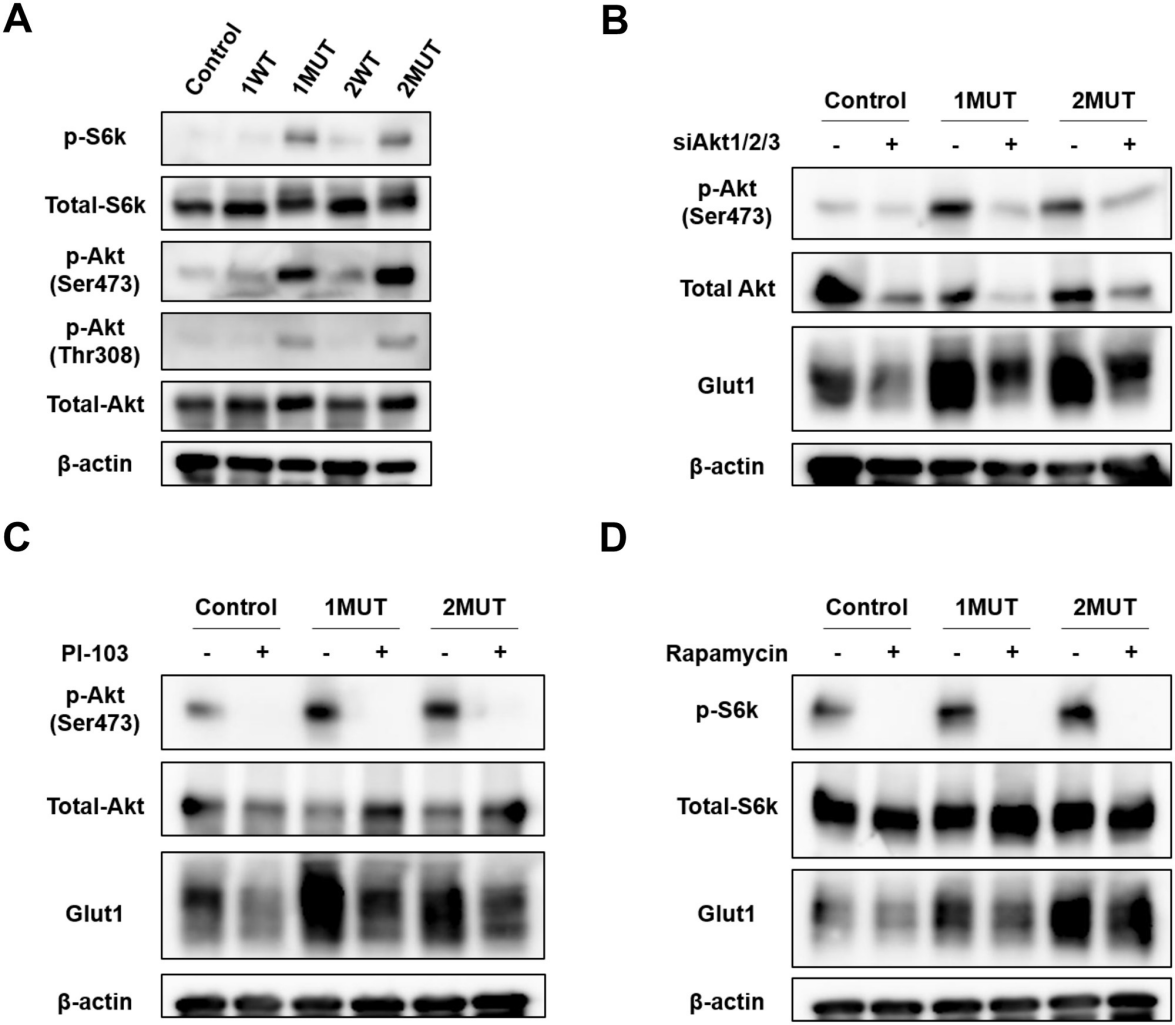
Involvement of the PI3K/Akt/mTOR pathway in the enhancement of Glut1 by the IDH1/2 mutants. (A) Phosphorylation of S6k and Akt in MEF-1WT, MEF-1MUT, MEF-2WT, MEF-2MUT, and the control cells. Expression of β-actin served as an internal control. (B) Involvement of Akts in the induction of Glut1. Akt1/2/3 were silenced with a mixture of *Akt1*, *Akt2* and *Akt3* (Akt1/2/3) siRNA for 48 h. (C and D) MEF-1MUT, MEF-2MUT and control cells were treated with 1 μM of PI-103 (C) or 20 nM of rapamycin (D) for 24 h. Lysate with/without the treatment were subjected to Western blotting.

### Involvement of Hif1α in the regulation of Glut1 by the *IDH1/2* mutations

Reportedly, GLUT1 expression is augmented under hypoxia through the induction of HIF1α in cancer cells [15]. 

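Of the 24 HIF1 target genes tested in 2MUT cells, 7 were higher and 2 were lower than in Control by limma with Benjamini-Hochberg adjustment, with the same numbers when adjusted over the list alone, and 13 had a fold change above 1 and 11 below it. The list mean stayed between 0.05 and 0.11 with 1 library left out, and every 2MUT library had a higher mean than every Control library. Car9, a member of the list that the study also selected in its S1 Table, went the other way and fell from 296 ± 19.9 RPM to 106 ± 4.57 RPM (SD, n = 3 each), a log2 fold change of -1.48 (limma, Benjamini-Hochberg adjusted p = 1.6e-06). Without Car9, the mean log2 fold change of the list was 0.16. The separation of the 2MUT from the Control libraries is weak evidence, since 3 libraries lie apart from 3 by chance in 10% of cases. The glycolysis list, with a mean of -0.09 in 2MUT, was separated as well, in the other direction.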

The GSEA analysis in the current study also showed that genes correlated with the “HIF1 pathway” were enriched in MEF-2MUT (Fig 2B). Therefore, we investigated whether the IDH1/2 mutants enhance the expression of Hif1α. Western blot analysis showed that exogenous expression of the IDH1 or IDH2 mutant increased the expression levels of Hif1α in MEF cells and HCT116 cells (Fig 6A and S2A Fig). Furthermore, knockdown of Hif1α reduced Glut1 expression in MEF-1MUT and MEF-2MUT cells (Fig 6A). To investigate the association between PI3K/Akt/mTORC1 pathway and Hif1Iα expression in *IDH1/2* mutant cells, we treated MEF-1MUT, MEF-2MUT, and control cells with rapamycin. As a result, qPCR analysis revealed that treatment of rapamycin reduced Hif1α expression by 25%, 36%, and 30%, in control, MEF-1MUT, and MEF-2MUT cells, respectively (Fig 6B). It is of note that rapamycin markedly decreased the Hif1α protein in these cells (Fig 6C), suggesting that both transcriptional and post-transcriptional regulation play a role in the expression of Hif1α in the presence of *IDH1/2* mutations. These results indicate that the PI3K/Akt/mTORC1-Hif1α axis is involved in the induction of Glut1 by the IDH1/2 mutants.

**Fig 6:**
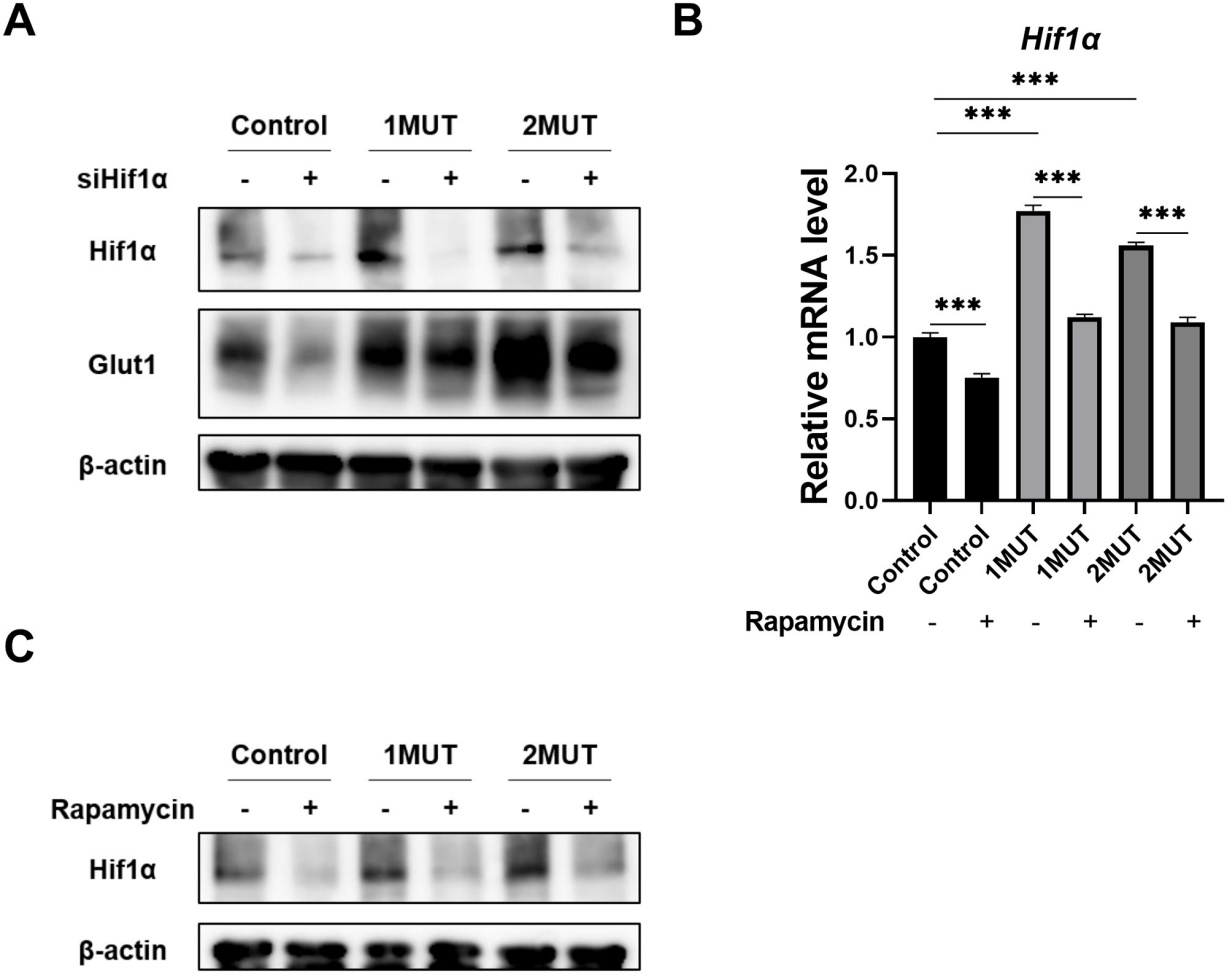
Involvement of Hif1α in the induction of Glut1 in MEF cells. (A) MEF-1MUT, MEF-2MUT, and the control cells were treated with *Hif1α* or control siRNA for 48 h. Expression of β-actin served as an internal control. (B) MEF-1MUT, MEF-2MUT, and the control cells were treated with 20 nM of rapamycin for 24 h. Expression was determined by real time-PCR. Expression of *Gapdh* was used as an internal control. The data represent mean ± SD of three independent experiments. *** p<0.001. (C) The lysates of MEF cells indicated in (B) were subjected to Western blotting.

## Discussion

In this study, we have shown that oncogenic *IDH1/2* mutations induce the expression of Glut1 in MEF cells and HCT116 cells, and that activation of PI3K/Akt/mTOR pathway and up-regulation of Hif1α are involved in the induction of Glut1 (S3 Fig).

It is of note that the IDH2 mutant showed greater effects on the production of 2-HG *in vitro* compared with the IDH1 mutant and similar observations were shown in previous reports [19–21]. Since IDH1 and IDH2 is a cytosolic and mitochondrial enzyme, respectively, IDH2 might have greater accessibility to α-KG than IDH1, resulting in a larger amount of 2-HG production. Consistent with this notion, it was reported that forced expression of mutant IDH1 that incorporated the N-terminal mitochondrial targeting sequence of IDH2 resulted in mitochondrial localization and a greater accumulation of 2-HG in cells [20].

Unexpectedly, both IDH1 and IDH2 mutants inhibited cell proliferation. *IDH1* and *IDH2* were generally considered as atypical oncogenes for their double-edged sword role in human carcinogenesis [22]. Although *IDH* mutations had been reported to promote cell proliferation in many types of cancer cells as a basal oncogenic activity [4], other studies also showed contradictory results of reduced cell growth induced by *IDH* mutations or 2-HG [23–25], suggesting that the effect of IDH mutants on cell proliferation is dependent on the type of cells. Interestingly, the GSEA analysis in the current study uncovered that of genes associated with the p53 pathway were enriched in MEF-2MUT cells (S2 Table), suggesting that the activated p53 signaling pathway may be involved in the suppressed proliferation of MEF-2MUT cells. In addition, previous research had revealed that 2-HG can competitively bind and inhibit ATP synthase, resulting in decreased ATP contents, mitochondrial respiration and subsequent suppression of cell growth in *IDH1* mutant cells [26]. 

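A list of 30 p53 target genes was tested in the same way as the other lists. In 2MUT, the mean log2 fold change of the 28 tested genes was -0.26 (standard error over libraries 0.03, camera adjusted p = 0.075, fry adjusted p = 0.0035). Every 2MUT library had a lower mean than every Control library, a separation that 3 libraries against 3 show by chance in 10% of cases. Of the 28 genes, 4 were higher and 9 were lower, and 5 and 11 when adjusted over the list alone. With 2-HG, the mean of 29 genes was 0.36 (standard error 0.04, camera adjusted p = 0.0098), with 10 genes higher and 4 lower. The p53 target Cdkn1a was 59.7 ± 8.56 RPM in Control and 68 ± 17.8 RPM in 2MUT (SD, n = 3 each, limma, Benjamini-Hochberg adjusted p = 0.53). The paper's S2 Table gives its p53 set a normalized enrichment score of 1.22 with an FDR q-value of 0.219, and the set itself was not used here. From that enrichment, the paper proposes that p53 signalling may take part in the reduced proliferation of MEF-2MUT cells.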

Wnt/β-catenin signaling was also identified to be involved in the inhibition of cell proliferation, migration and invasion in *IDH1* mutant glioblastoma cell lines [25]. These studies indicated that repressed cell proliferation by IDH1/2 mutants might be correlated with a complex mechanism regulated by cell energy metabolism or signaling pathways.

In this study, we clarified that Glut1 encoded by *Slc2a1* is a *bona fide* downstream target of the *IDH* mutations. In addition to Glut1, we found that cyclooxygenase-2 (COX-2) encoded by *Ptgs2* and laminin gamma-2 encoded by *Lamc2* are candidate molecules regulated by the *IDH* mutations through the accumulation of 2-HG. Considering the pleiotropic and multifaceted roles of COX-2 and laminin gamma-2 acting on tumorigenesis [27, 28], the regulation of these two molecules by the *IDH1/2* mutations should be investigated in future studies.

Previous research reported that mutant IDH1 activates glycolysis through the upregulation of PFKP in mouse intrahepatic biliary organoid [29]. On the other hand, 2-HG attenuates aerobic glycolysis in leukemia by targeting the FTO/m^6^A/PFKP/LDHB axis [30]. These studies indicate that the effect of *IDH* mutation or 2-HG on glucose metabolism may depend on cell type. Our results showed that the *IDH1/2* mutations induced altered glucose metabolism, enhanced glucose uptake and glycolysis in MEF cells, which is similar to the Warburg effect acting in cancer cells [31]. Since mutant IDH1/2 enzymes convert α-KG into 2-HG, cancer cells carrying these mutants should have alterations in the concentration of TCA cycle intermediates, and require substitution of energy sources to attenuate the deficiency of metabolic substrates. It was suggested that lactate is actively imported and converted into α-KG in *IDH1* mutant gliomas, and that supplement of metabolic substrates is dependent on lactate, which can alleviate cells from the metabolic stress that results from defective isocitrate processing [32]. Therefore, increased Glut1 expression, glucose influx, and glycolysis by the *IDH1/2* mutations may function as a compensatory mechanism to rescue the aberrant aerobic respiration under the metabolic reprogramming. Although we have detected elevated glucose uptake in HCT116 cells, no alteration in intracellular lactate level was observed (S2D and S2E Fig). It has been reported that oncogenic *KRAS* mutation increases the expression of lactate dehydrogenase A and consequent production of lactate in HCT116 cells [33]. In addition, HCT116 cells grown in high-glucose condition have a higher lactate level than noncancerous fetal human colonocytes [34]. These findings may suggest that *KRAS* mutation and/or high-glucose condition weakened or canceled the effect of *IDH1/2* mutations on glycolysis through enhanced Warburg effect in HCT116 cells.

Elevated phosphorylation of S6k, Akt (Ser473) and Akt (Thr308) was detected in the MEF cells and HCT116 cells expressing IDH1/2 mutants, demonstrating the augmented activity of the PI3K/Akt/mTOR pathway. The underlying regulatory mechanism of Glut1 expression by *IDH* mutations-mediated PI3K/Akt/mTOR signaling was further investigated. Reduced expression of Glut1 by pharmacological and genetic inhibition of the PI3K/Akt/mTORC1 pathway was demonstrated in this study. Previous study has reported that trafficking of GLUT1 to the cell surface was mediated through Akt activation [35]. Additionally, Akt activation was suggested to be associated with the gene expression of Glut1 [36, 37]. Consistent with these reports, our results indicated that activation of the PI3K/Akt/mTORC1 cascade by the *IDH* mutations transcriptionally upregulates Glut1 expression, and suggested the involvement of transcription factor(s).

HIF1α is a transcription factor associated with metabolic alterations during tumorigenesis, and the protein is regulated through its degradation by prolyl hydroxylase domain-containing protein (PHD)-mediated hydroxylation and subsequent hydroxylation-targeted ubiquitination under normoxic condition [38]. It has been reported that reduced α-KG level by conversion to 2-HG might increase the level of HIF1α, as α-KG is necessary for PHD-mediated degradation of HIF1α [39, 40]. However, other lines of evidence showed that 2-HG stimulates the activity of the PHD, which results in the decreased expression of HIF1α [41]. Thus the mechanism(s) on how HIF1α was regulated in the context of *IDH* mutations remained controversial. 

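Hif1a, on chromosome 12 from 73901375 to 73947530 in GRCm38, was measured at 81.3 ± 4.15 RPM in Control and 252 ± 17.6 RPM in 2MUT (SD, n = 3 each). The log2 fold change was 1.62 (standard error 0.10, limma, Benjamini-Hochberg adjusted p = 1.3e-06), and the lowest 2MUT library, at 232 RPM, lay above the highest Control library, at 84.3 RPM. With each library left out in turn, the log2 fold change was between 1.57 and 1.67. Hif1a overlaps the annotated genes Gm15283 and Gm49321, whose reads the authors' counting could have shared with it.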

In the present study, RNA-seq revealed that *Hif1α* level was increased in MEF-2MUT cells compared to the control cells, indicating transcriptional upregulation of *Hif1α* by the *IDH2* mutation. Western blotting additionally showed that exogenous expression of the IDH1 or IDH2 mutant increased the Hif1α protein, and that knockdown of Hif1α reduced Glut1 expression in MEF-1MUT and MEF-2MUT cells. These data corroborated the findings that Hif1α was also involved in the induction of Glut1 by the IDH1/2 mutants. 

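With 2-HG, Hif1a was 328 ± 39.8 RPM in 2-HG(-) and 332 ± 50.2 RPM in 2-HG(+) (SD, n = 3 each), a log2 fold change of 0.02 with a standard error of 0.13 (limma, Benjamini-Hochberg adjusted p = 0.94). The sign of this value changed with the scaling of the libraries and with the library left out, and no change was detectable with 3 libraries per group. The change in 2MUT exceeded that with 2-HG by 1.60 on the log2 scale (limma's test of the difference over the 12 libraries, adjusted p = 6.6e-06).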

Importantly, 2-HG treatment did not change the expression of *Hif1α* on mRNA level although Glut1 protein was induced by the treatment. This discrepancy may be explained by a report showing that Hif1α protein is stabilized by PHD inhibition in response to 2-HG [42]. In addition, previous studies demonstrated that mTOR activation regulates HIF1α expression by increased synthesis or stabilization of HIF1α [43, 44]. Our data confirmed that Hif1α expression is regulated by mTOR under the background of *IDH1/2* mutations.

In this study, Glut1 was identified as a downstream target molecule induced by the cancer-associated hotspot IDH1/2 mutants through a PI3K/Akt/mTORC1-Hif1α axis. Increased Glut1 expression consequently altered cellular glucose metabolism. This metabolic deregulation may partially contribute to development of human cancer carrying oncogenic *IDH1* and *IDH2* mutations. Future studies using normal epithelial cell lines or organoids and mouse models are required to further elucidate the roles of Glut1 in tumorigenesis associated with oncogenic *IDH1/2* mutations.

## Supporting information

S1 Fig IDH1 and IDH2 expression in MEF cells expressing cancer-associated *IDH1/2* mutations. Western blot analysis of the MEF-1WT, MEF-1MUT, MEF-2WT, MEF-2MUT and control MEF cells. Expression of β-actin served as an internal control. The anti-IDH1 antibody recognized not only endogenously and exogenously expressed IDH1 but also exogenously expressed IDH2. The anti-IDH2 antibody recognized both endogenous and exogenous expression of IDH2. Expression of endogenous IDH2 is too low to be detected in the MEF cells.
(TIF) Click here for additional data file.

S2 Fig Gene expression, 2-HG accumulation, cell proliferation and glucose metabolic analysis of HCT116 cells expressing cancer-associated *IDH1/2* mutations. (A) Western blot analysis of the HCT116-1WT, HCT116-1MUT, HCT116-2WT, HCT116-2MUT and control HCT116 cells. Expression of β-actin served as an internal control. (B) Concentration of 2-HG in the lysates from cells indicated in (A). The data represent mean ± SD of three independent experiments. ** p<0.01, *** p<0.001. (C) The proliferation of cells was measured by WST-8 assay. The data represent mean ± SD of three independent experiments. *** p<0.001. (D) Glucose uptake levels in HCT116-1WT, HCT116-1MUT, HCT116-2WT, HCT116-2MUT, and the control cells were measured by a bioluminescent assay based on the detection of 2DG6P. The data represent mean ± SD of three independent experiments. *** p<0.001. (E) Intracellular lactate levels in the HCT116 cells indicated in (D) were measured by a bioluminescent assay for the detection of L-lactate. The data represent mean ± SD of three independent experiments.
(TIF) Click here for additional data file.

S3 Fig Underlying mechanism of Glut1 expression regulated by mutant IDH1/2 through the PI3K/Akt/mTORC1-Hif1α axis. Red solid arrows indicate the mechanism elucidated in this research. Black solid arrows show regulatory effects reported previously. Black dotted arrows exhibit potential regulations remaining unknown.
(TIF) Click here for additional data file.

S1 Table List of the genes with altered expression by the IDH2 mutant or 2-HG treatment. (XLSX) Click here for additional data file.

S2 Table Gene sets enriched in MEF-2MUT cells. (XLSX) Click here for additional data file.

S3 Table Gene sets enriched in 2HG treated MEF. (XLSX) Click here for additional data file.

S1 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Cancer-associated IDH mutations induce Glut1 expression and glucose metabolic disorders through a PI3K/Akt/mTORC1-Hif1α axis
**Source:** PLoS One. 2021 Sep 13;16(9):e0257090. doi: 10.1371/journal.pone.0257090

Fig 1A

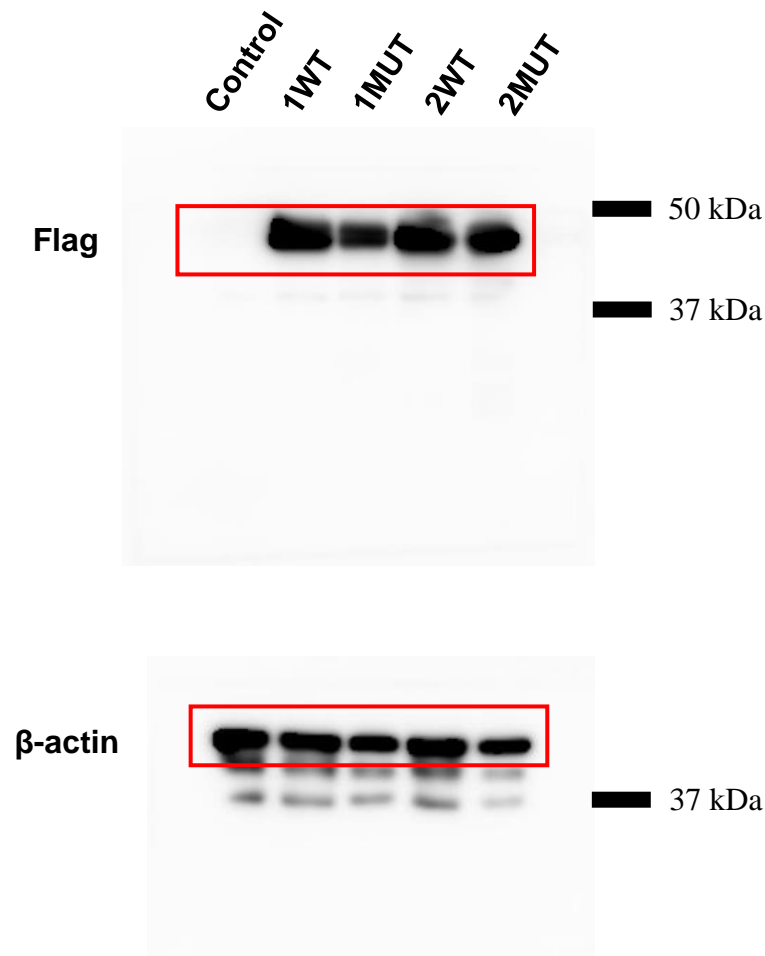

Fig 3G

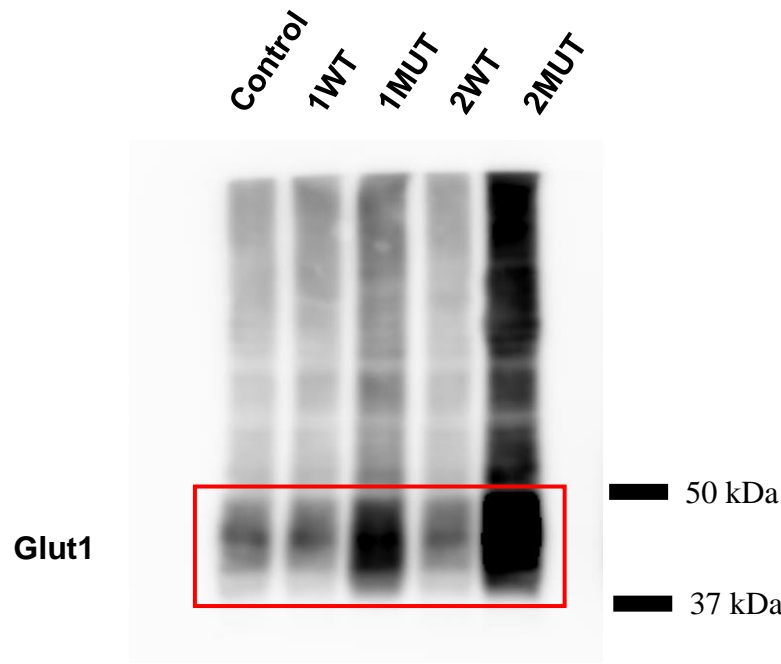

Fig 3G

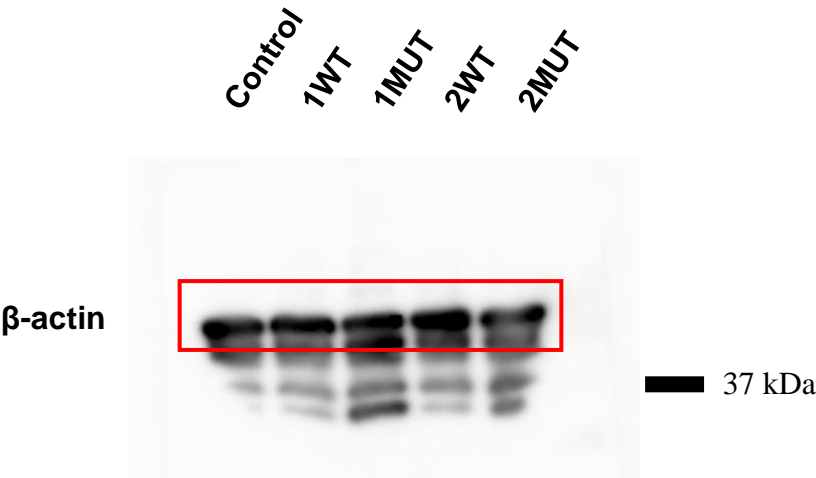

Fig 3H

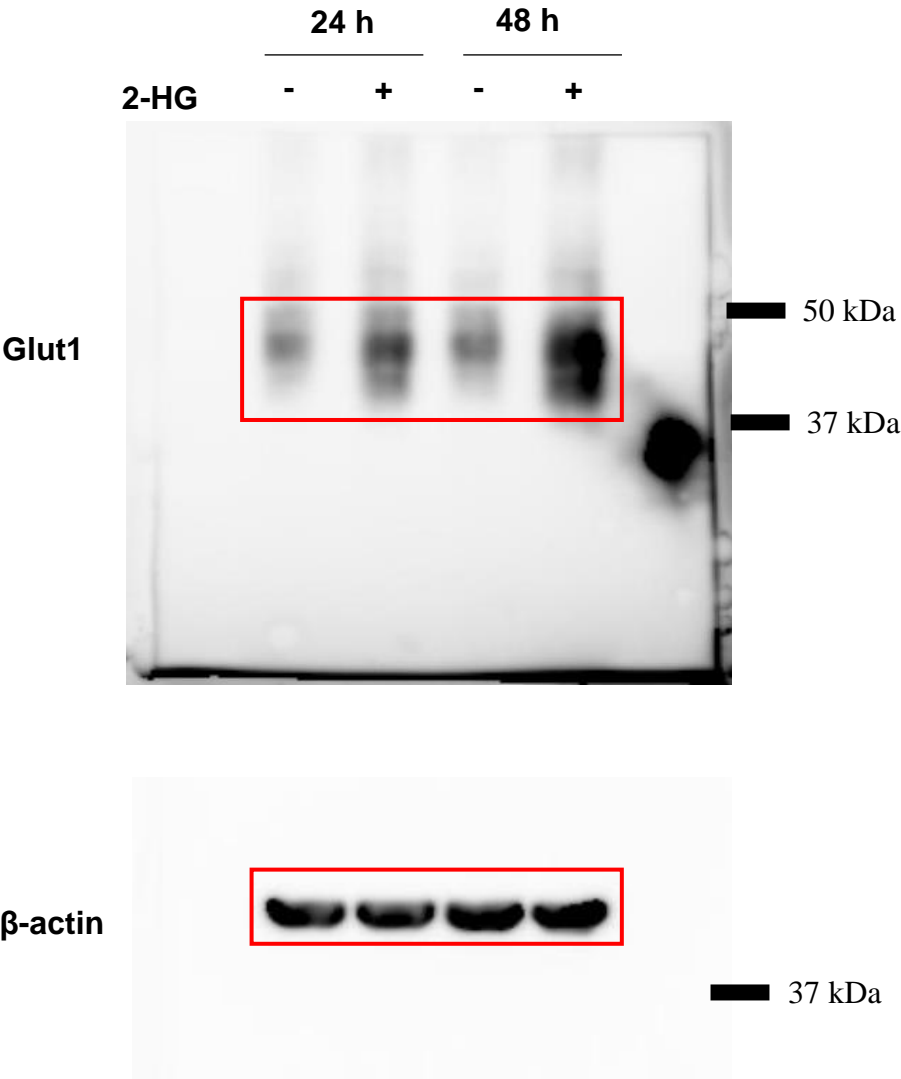

Fig 5A (Using same lysate with Fig 1A)

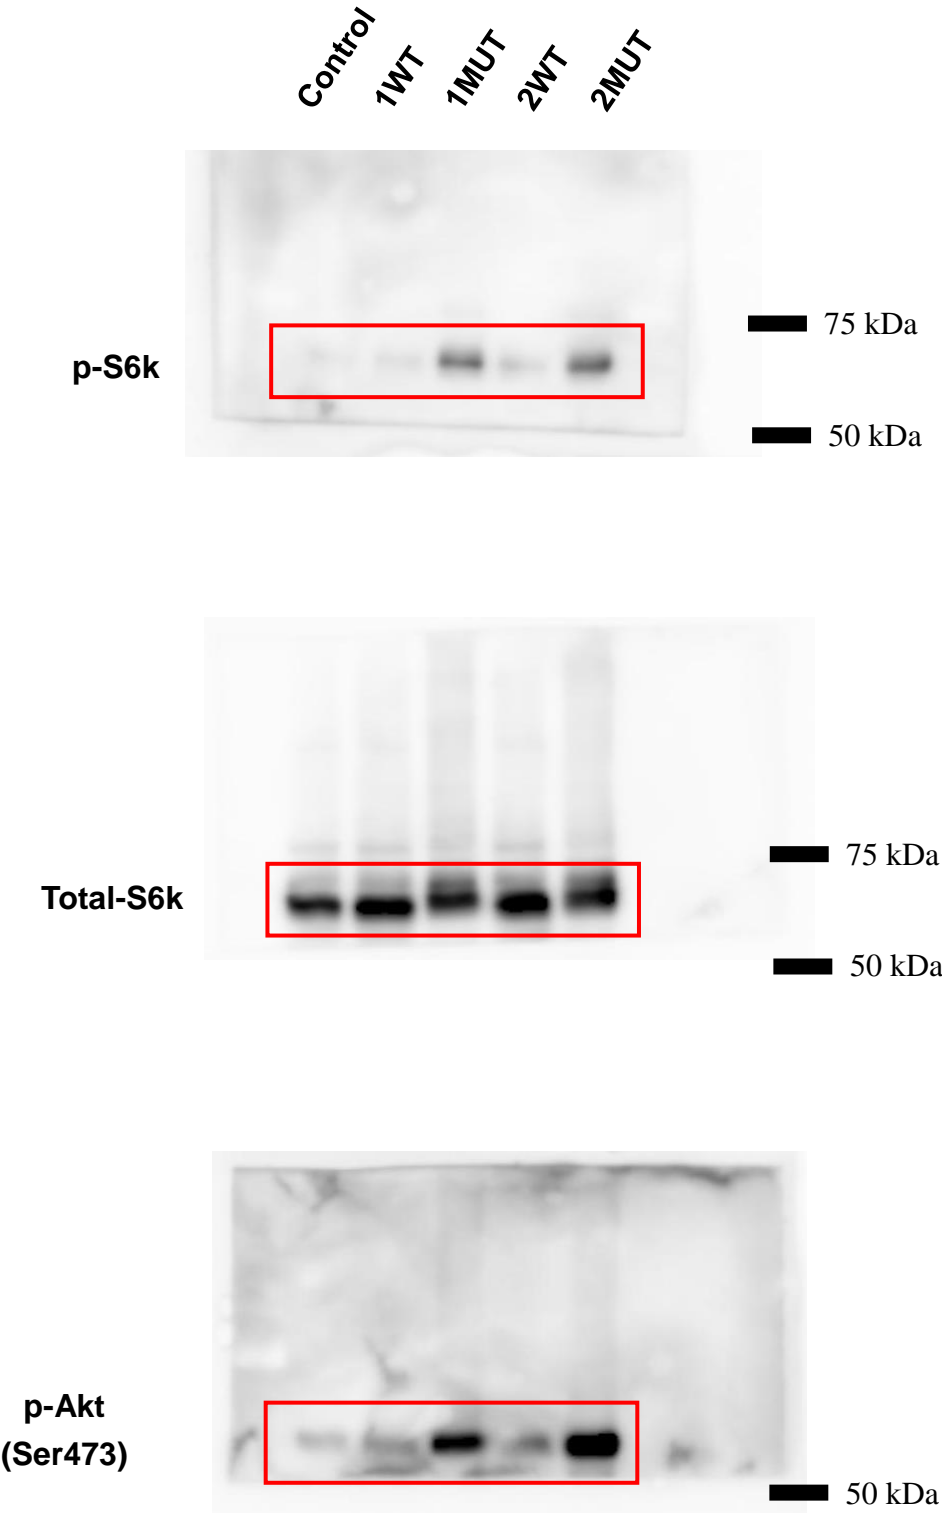

Fig 5A (Using same lysate with Fig 1A)

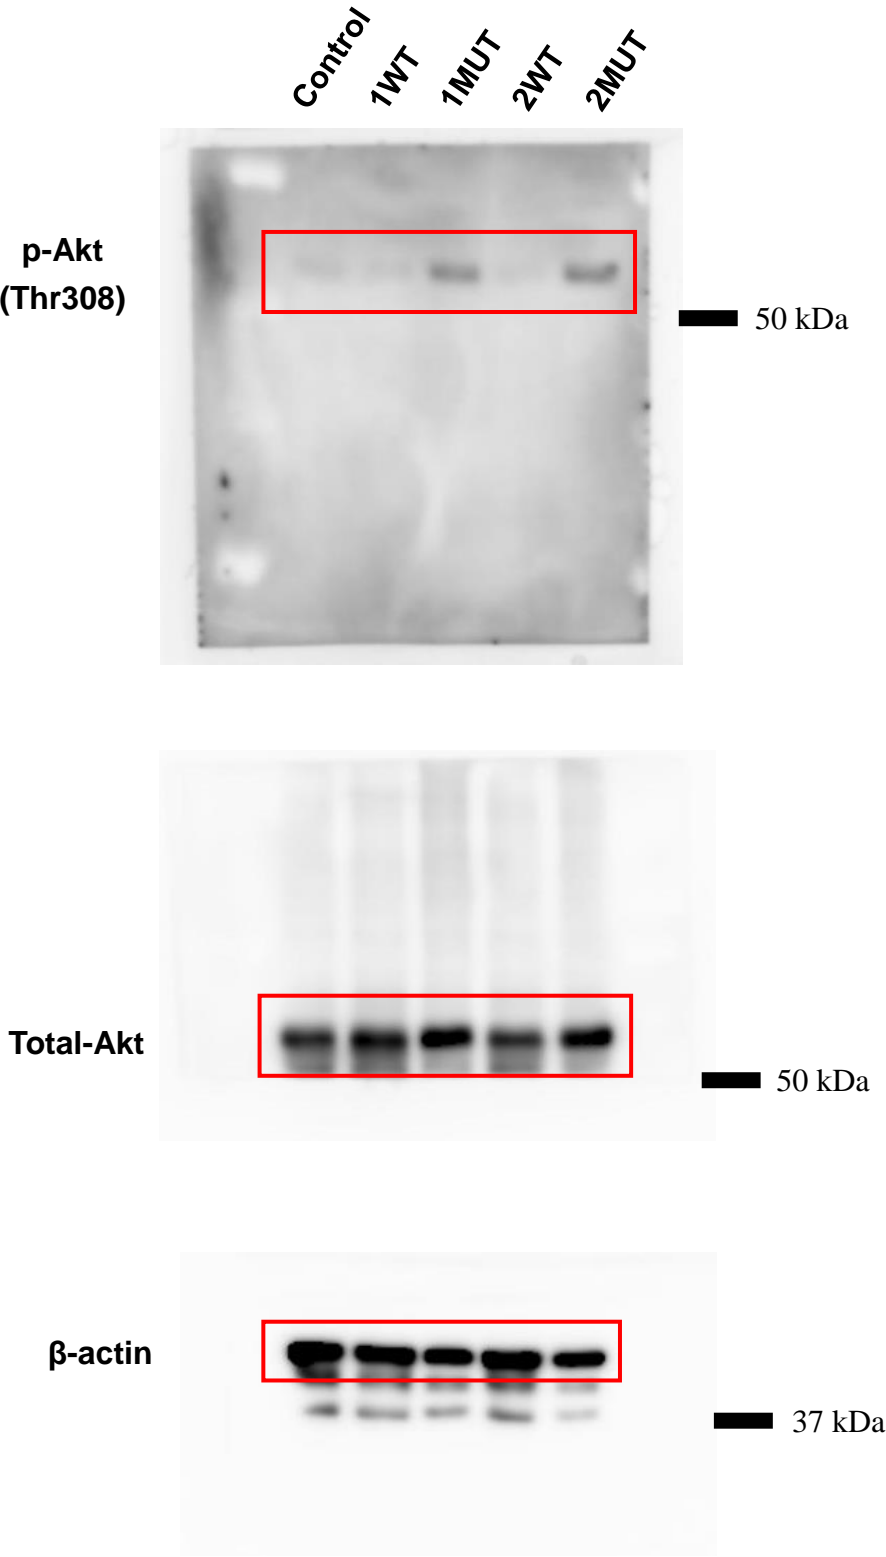

Fig 5B

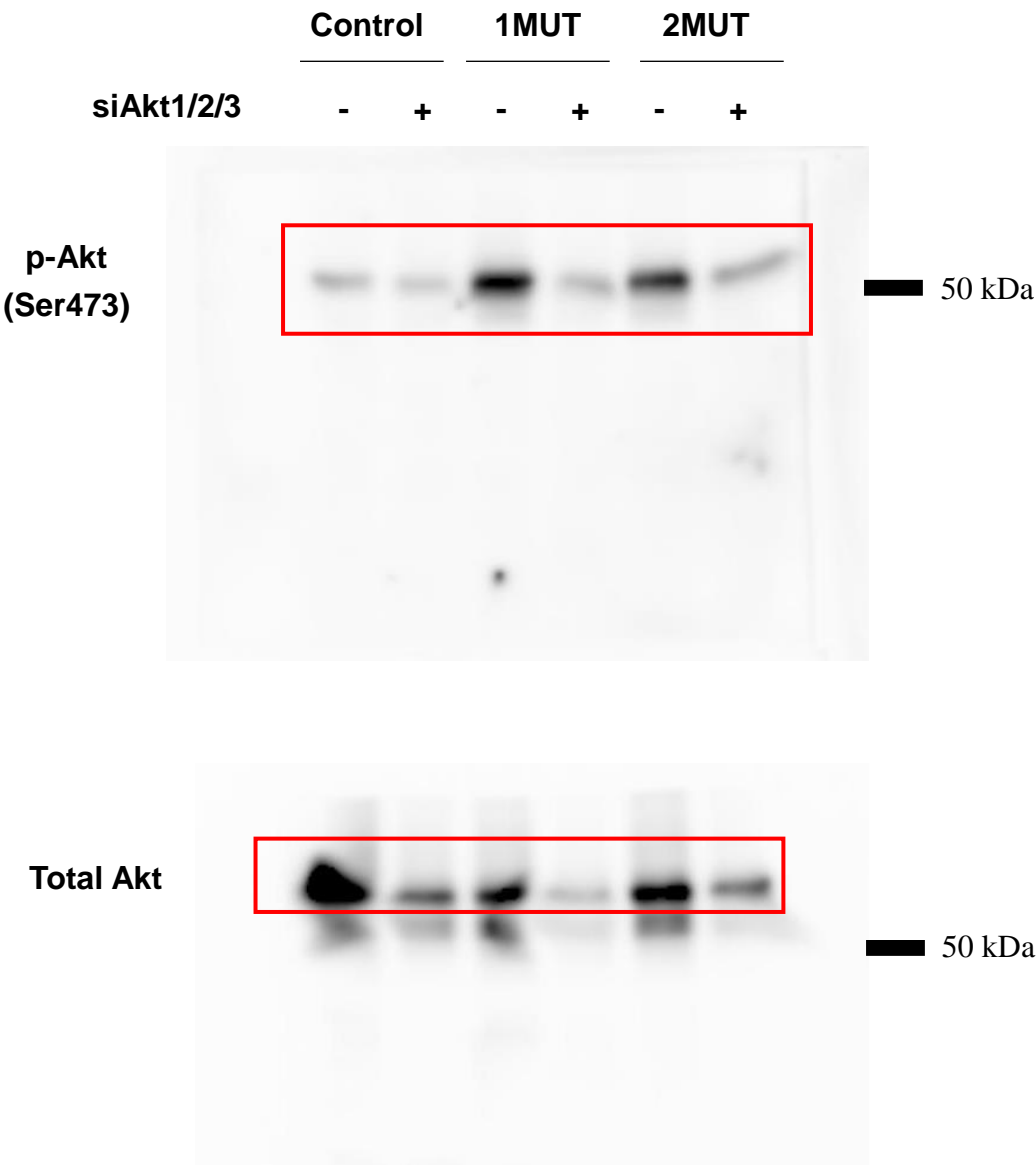

Fig 5B

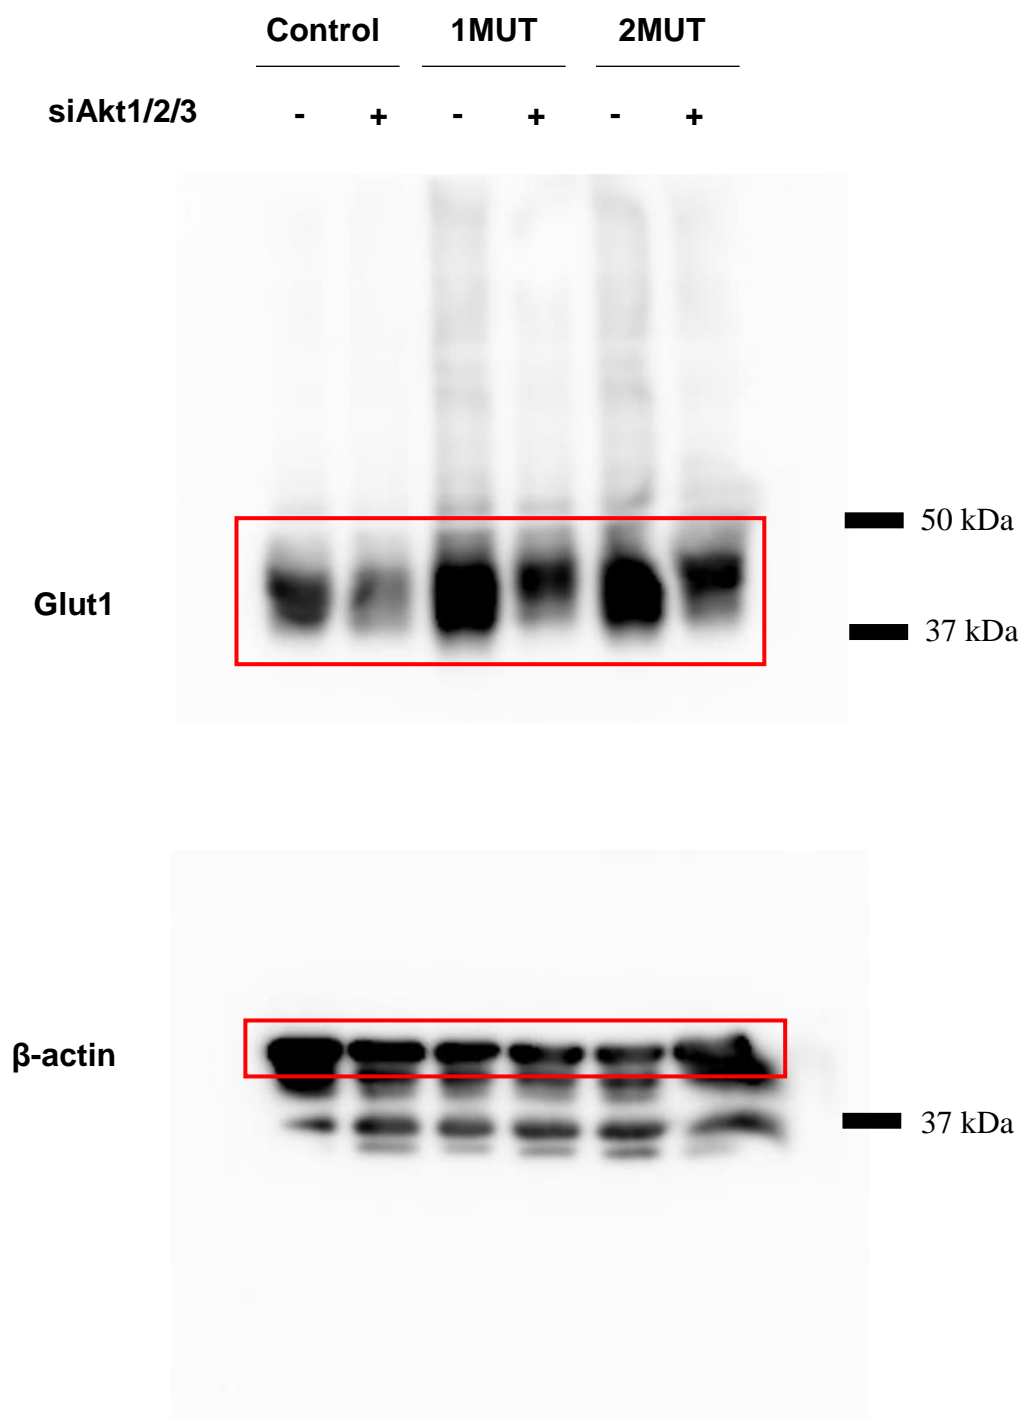

Fig 5C

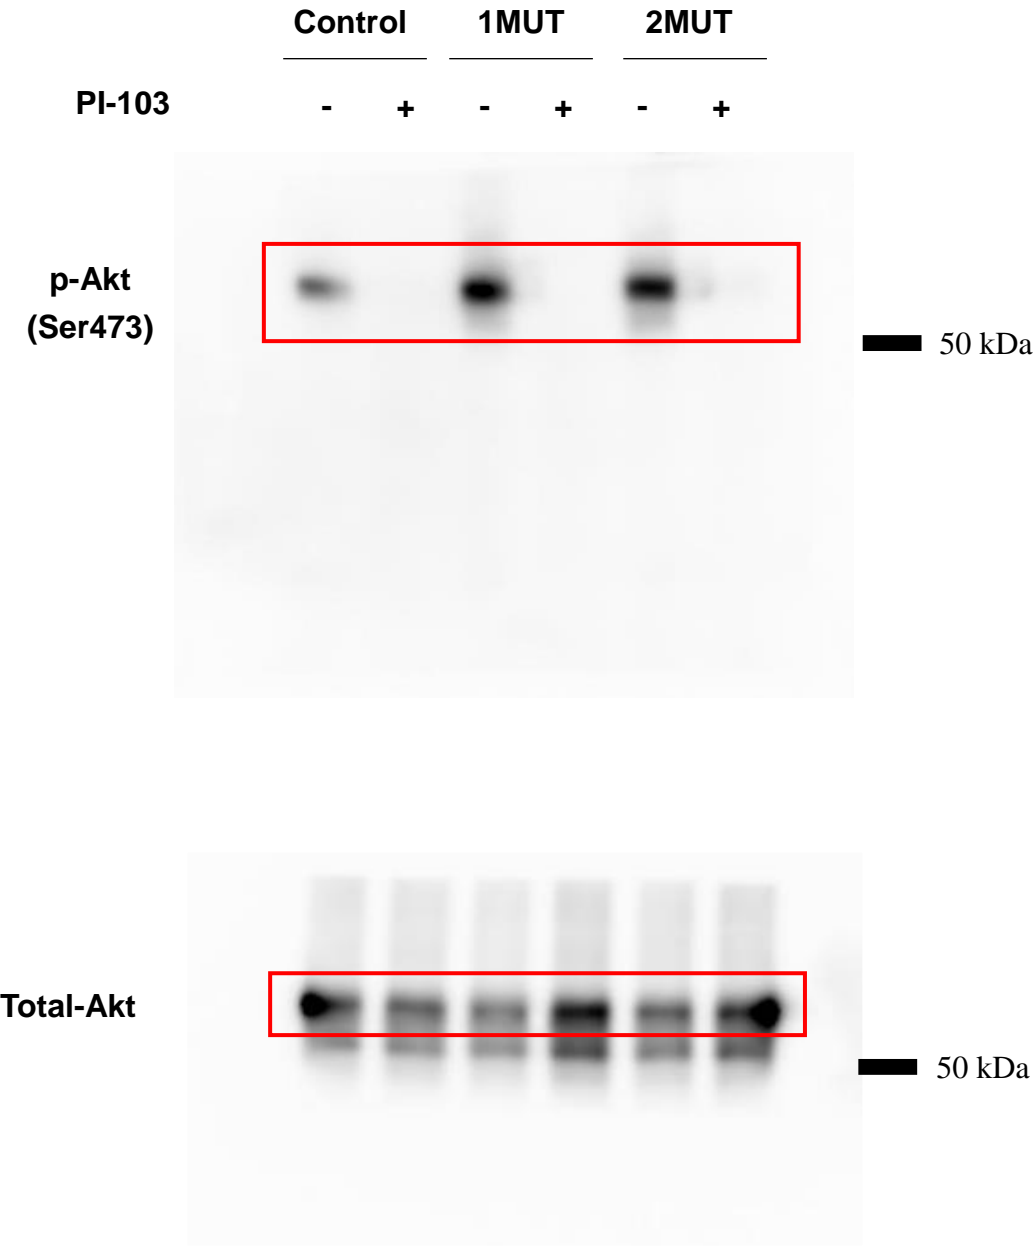

Fig 5C

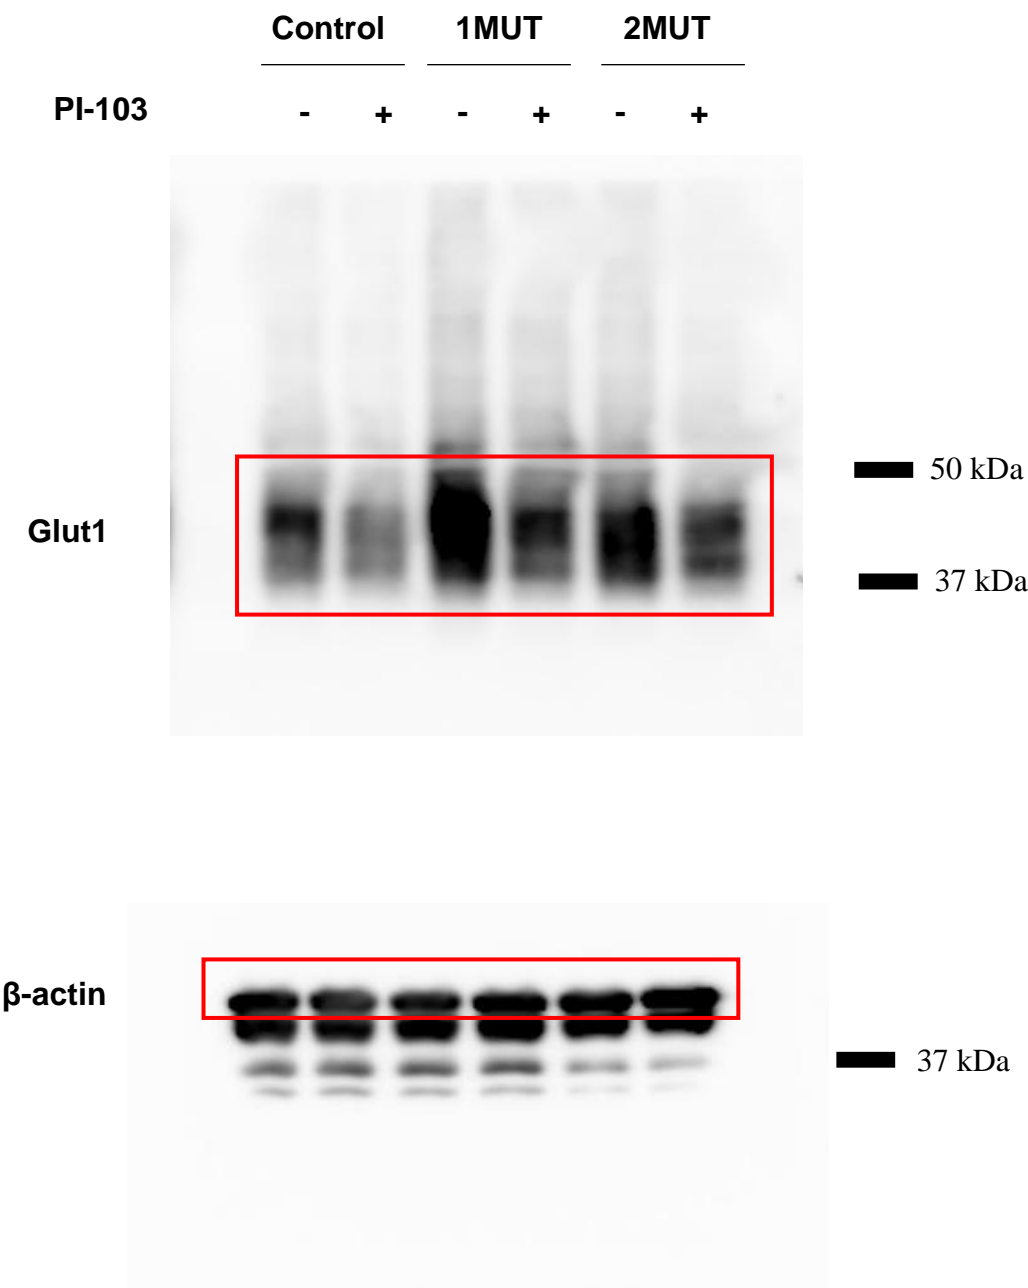

Fig 5D

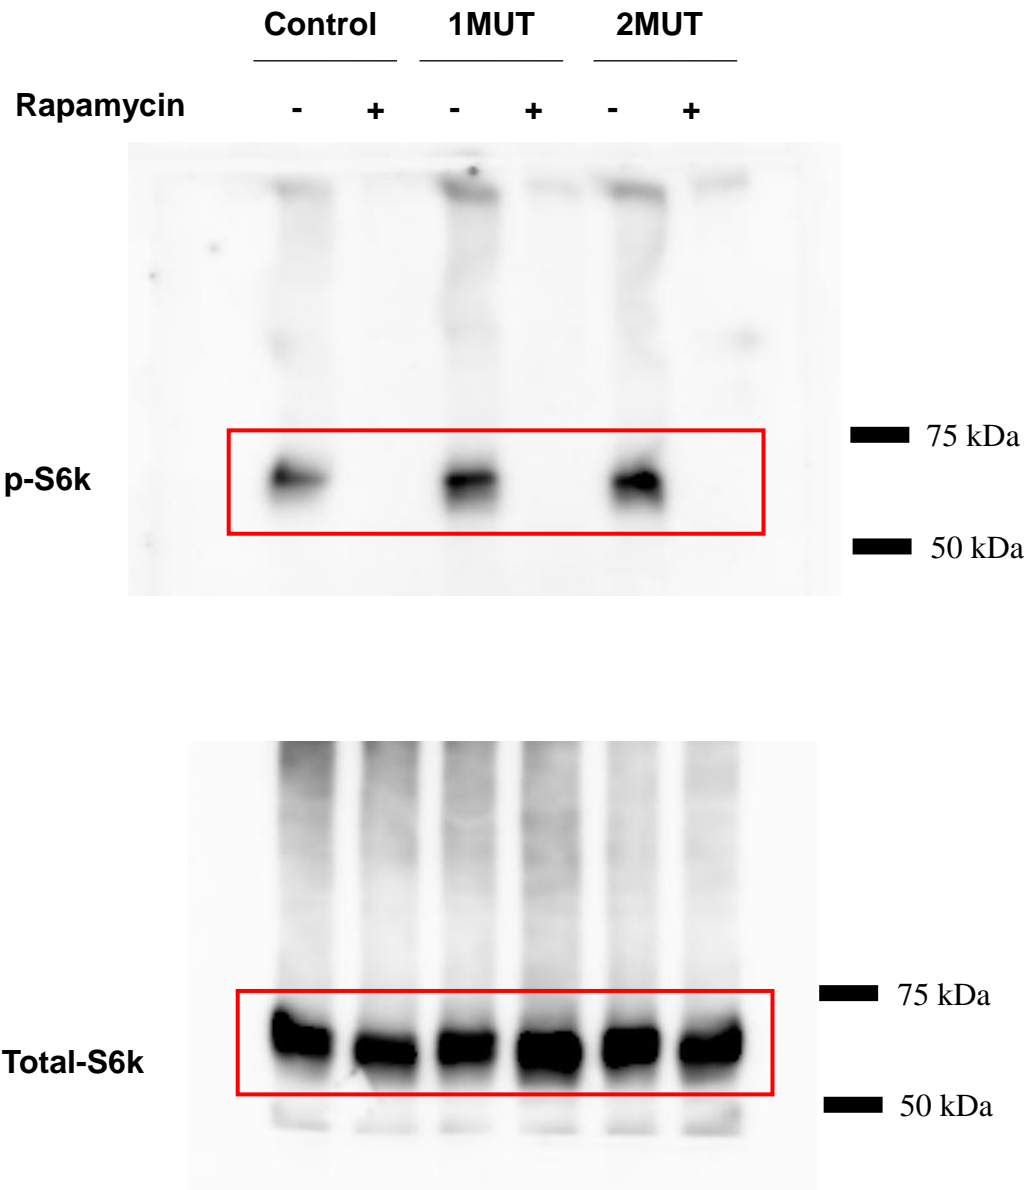

Fig 5D

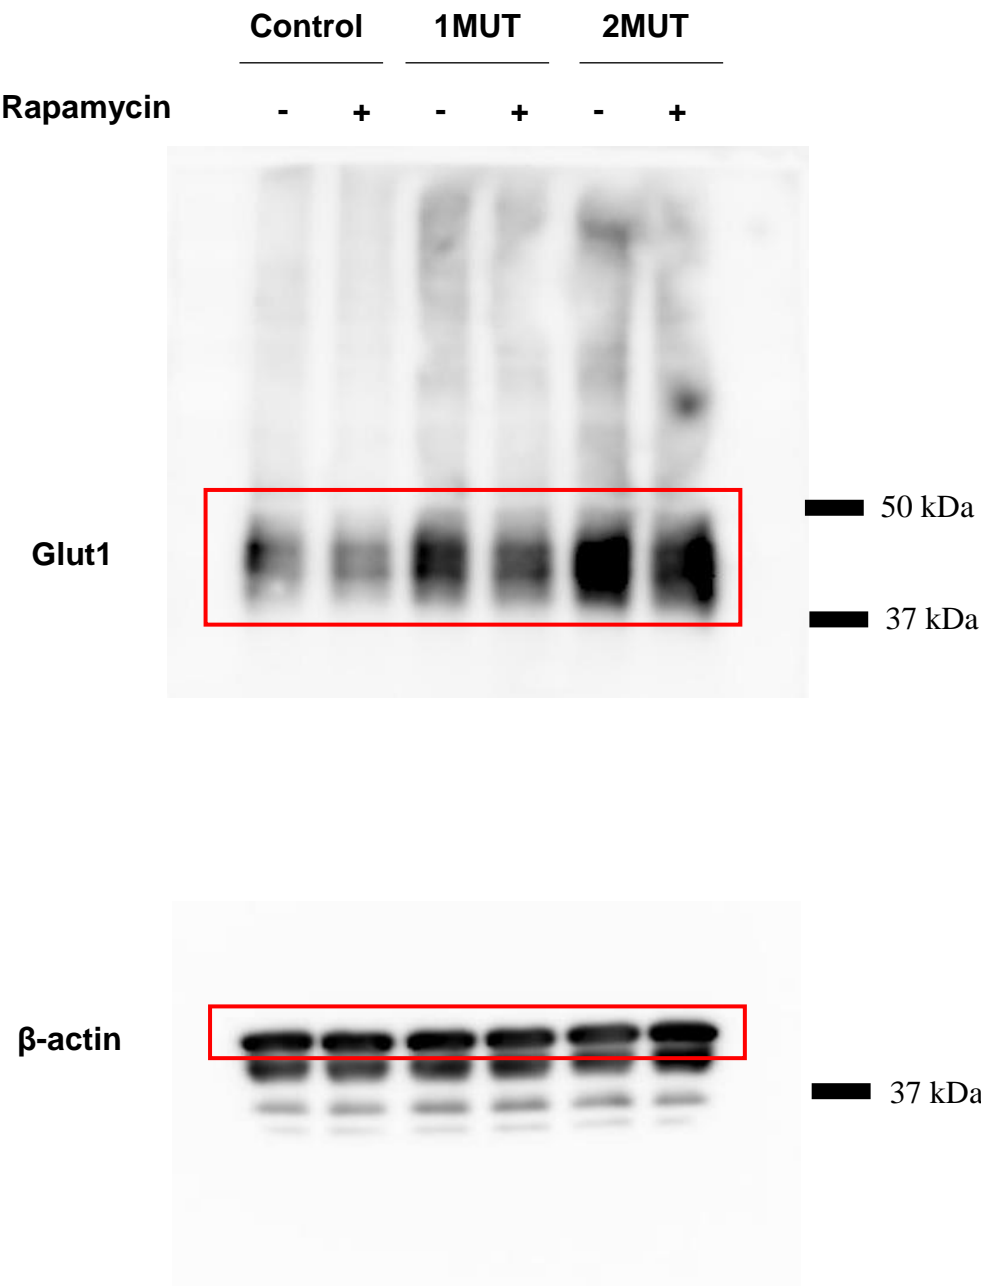

Fig 6A

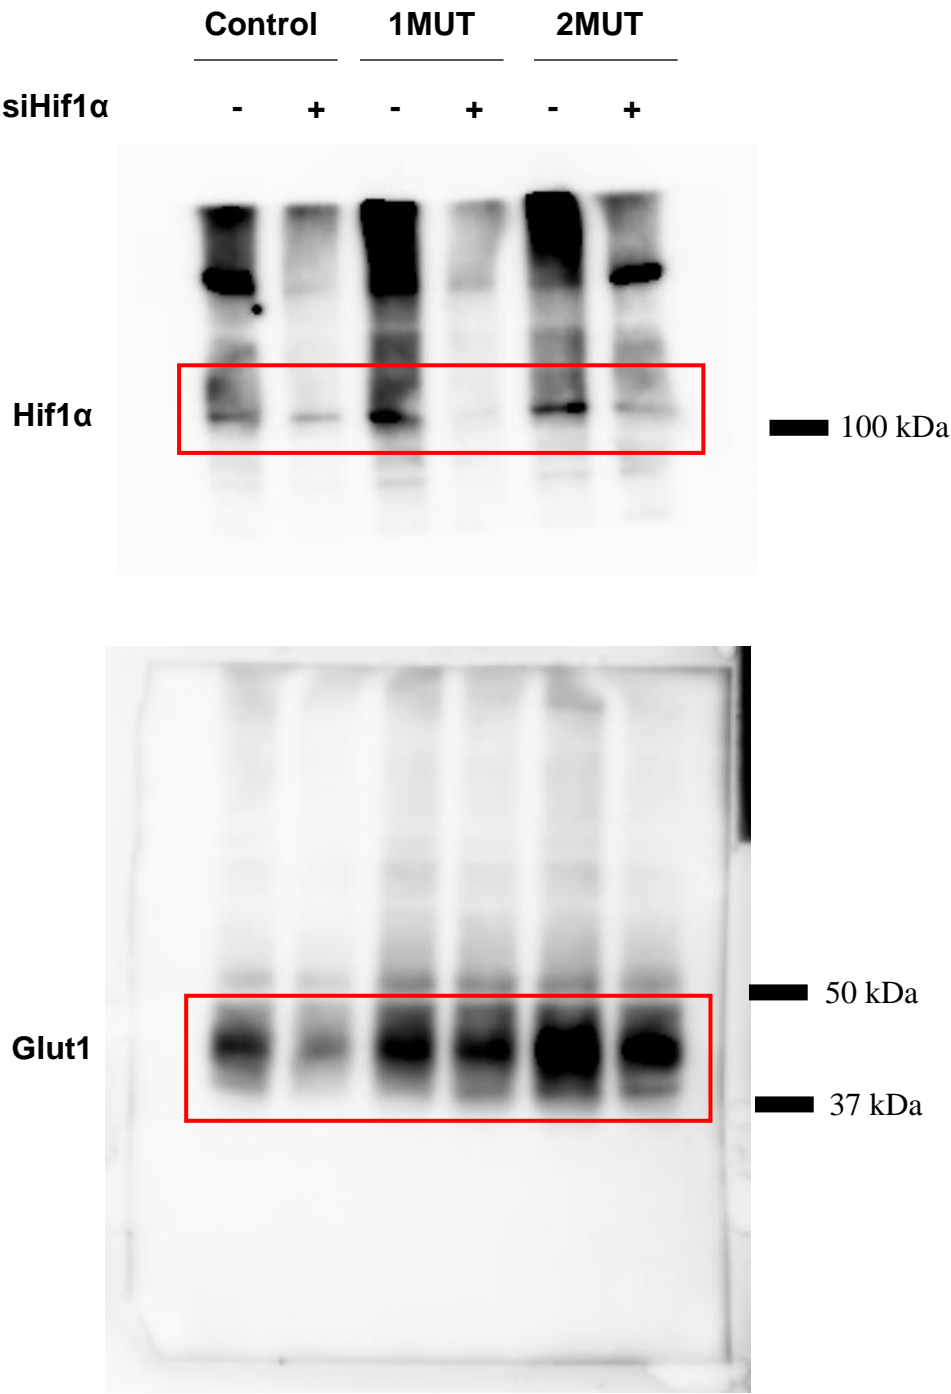

Fig 6A

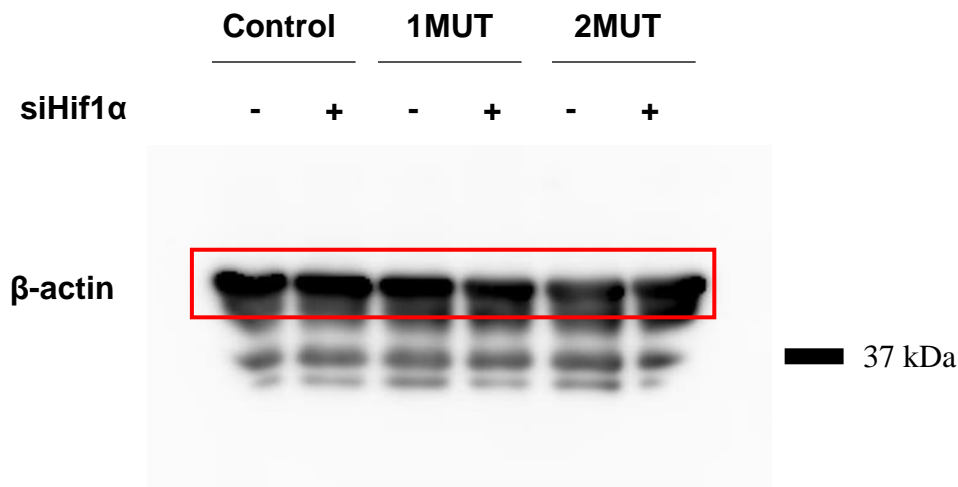

Fig 6C

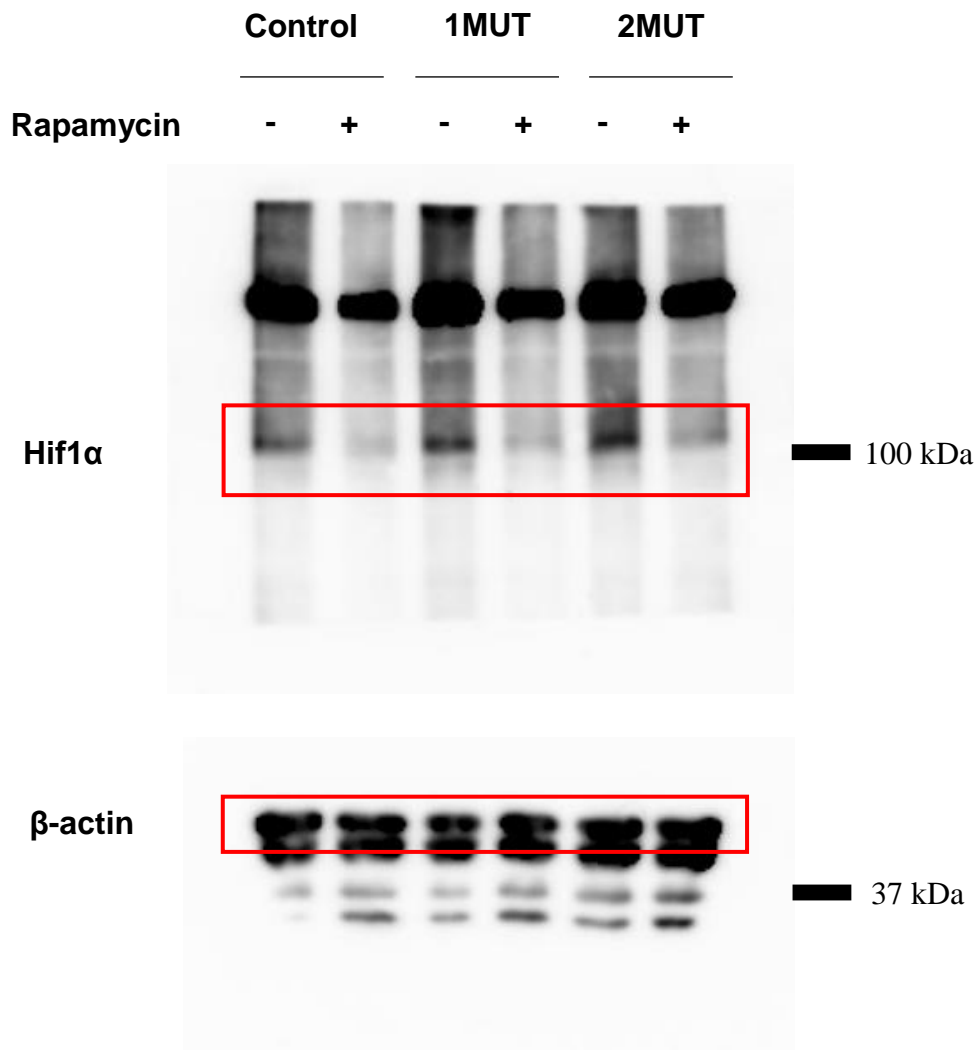

S1 Fig

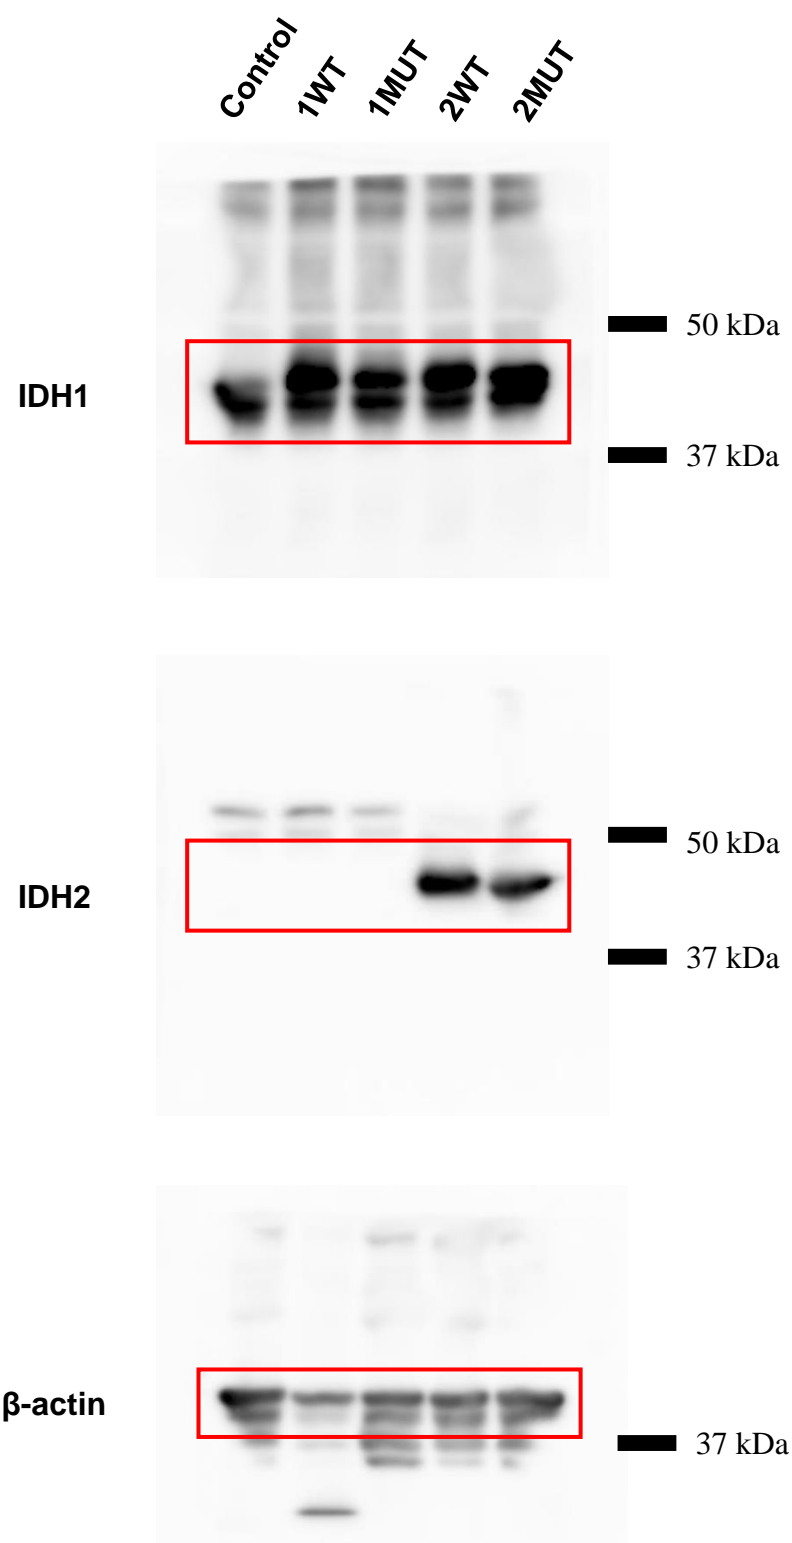

S2 Fig A

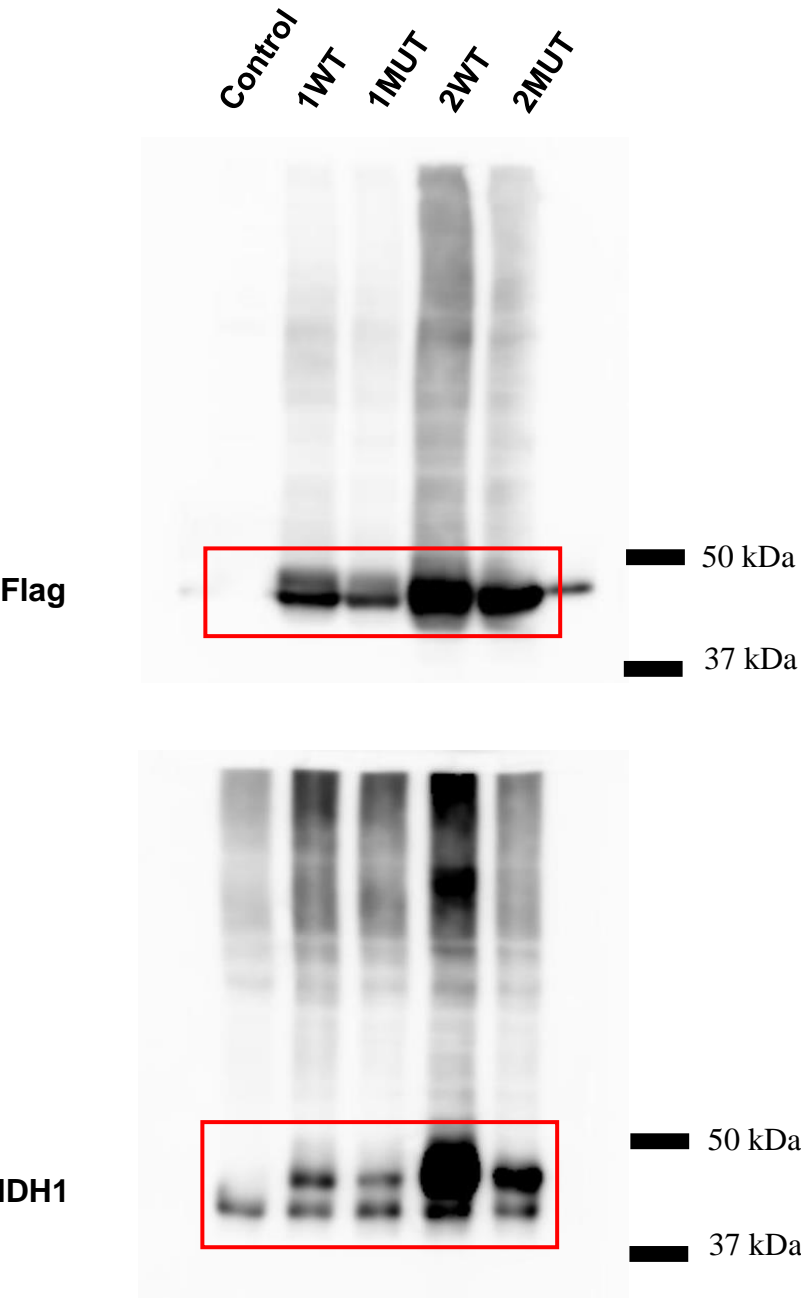

S2 Fig A

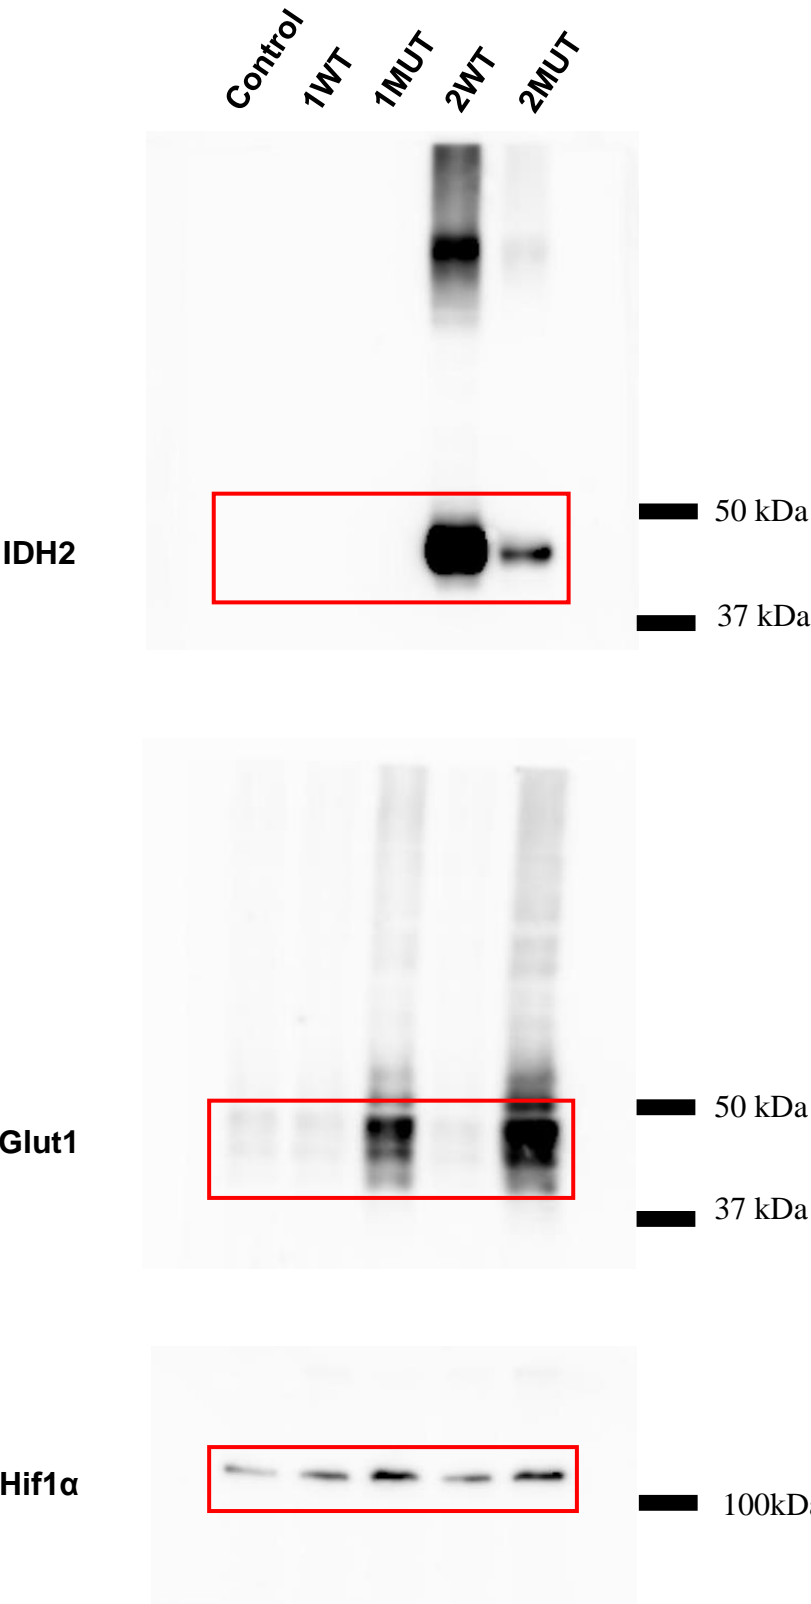

S2 Fig A

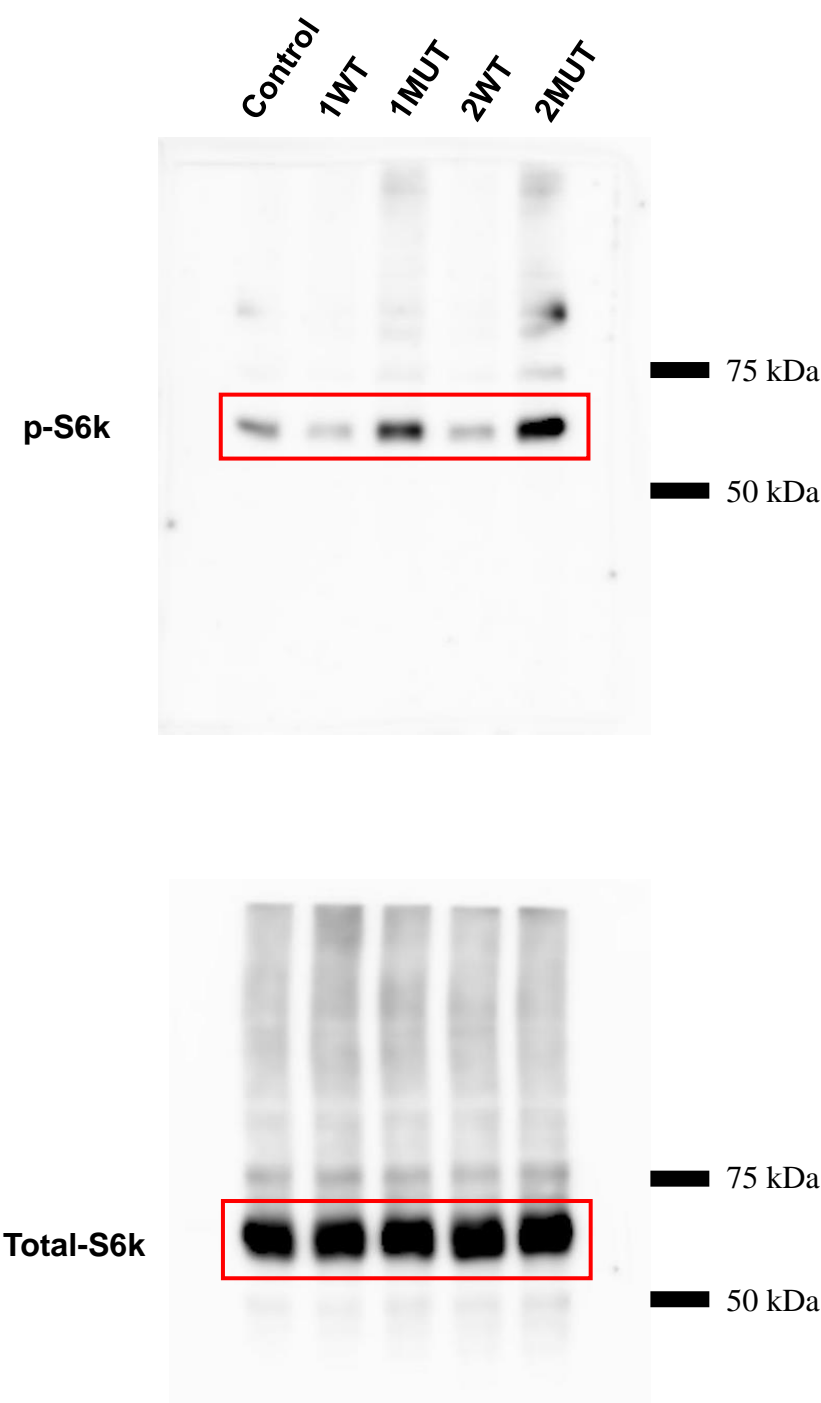

S2 Fig A

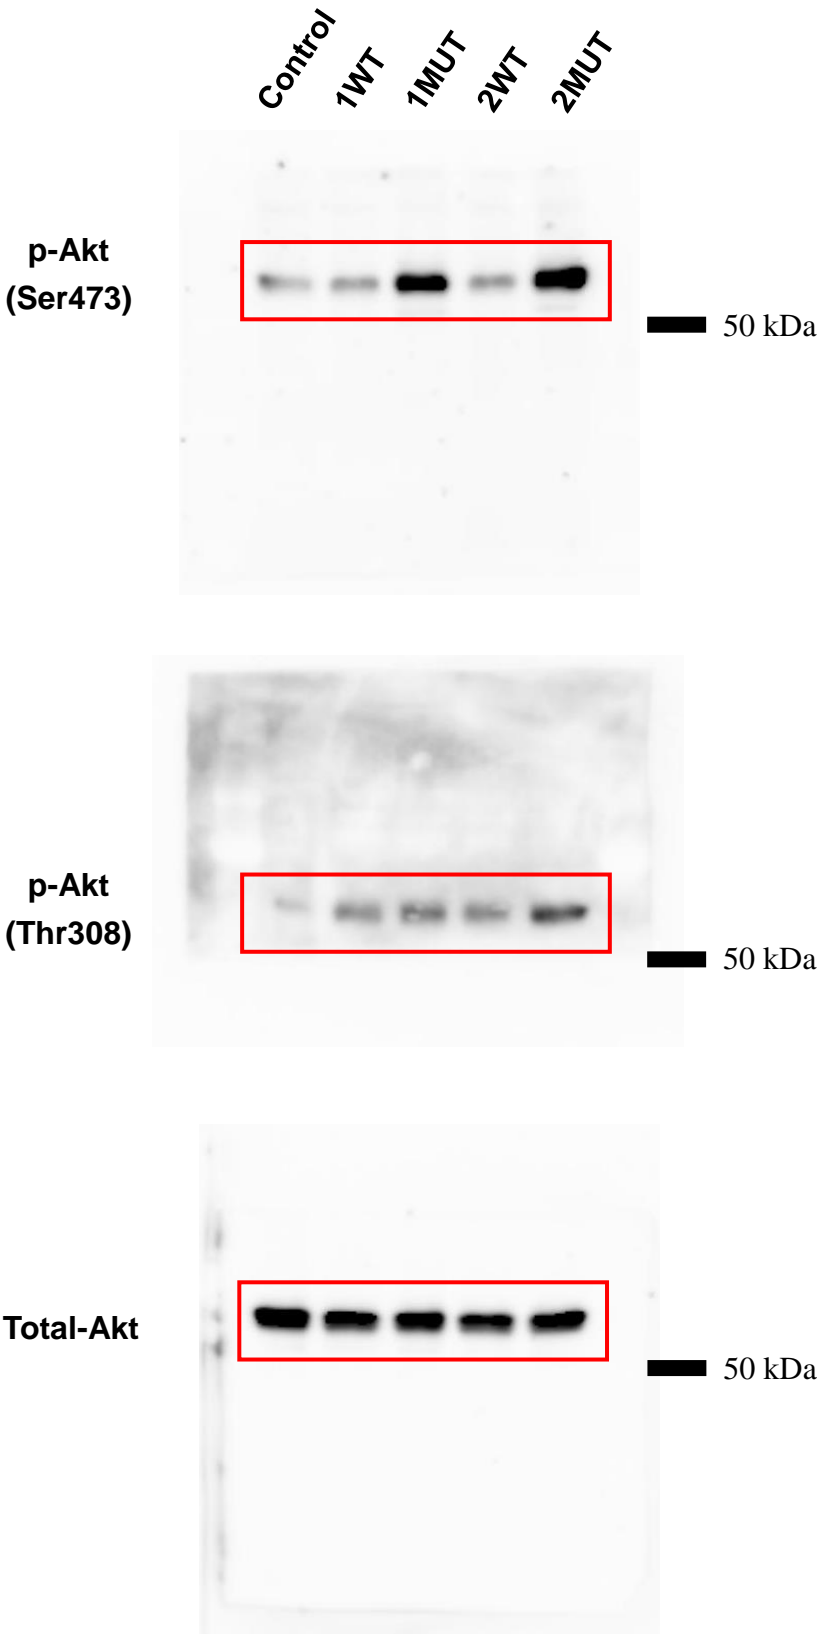

S2 Fig A

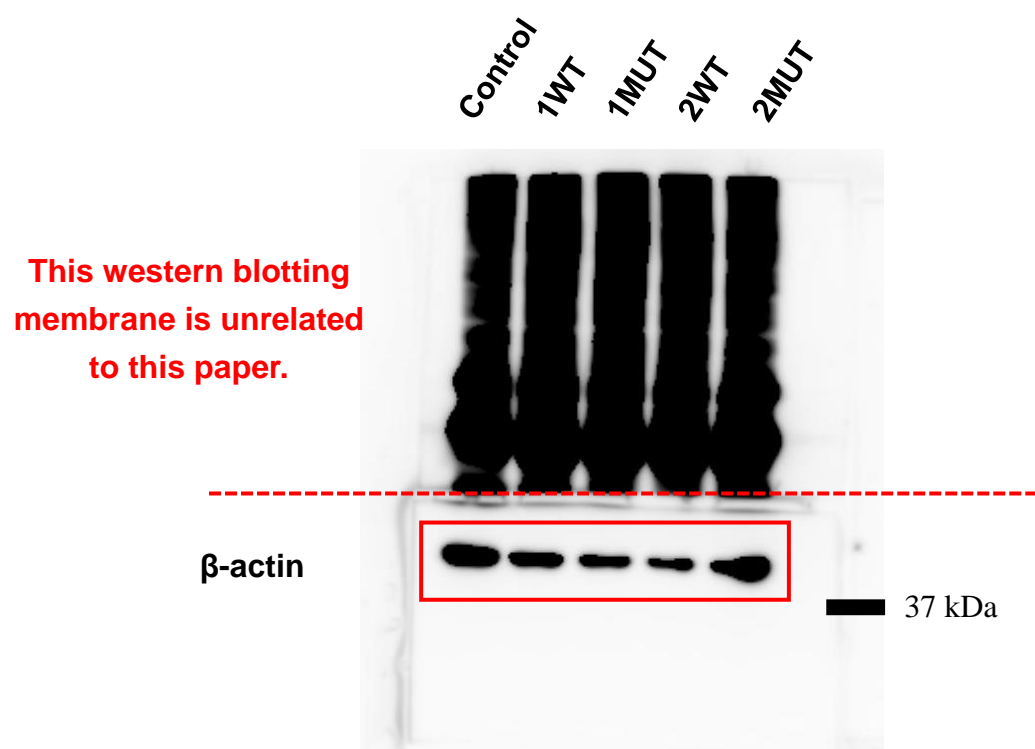

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

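RNA-seq values of 12 libraries of MEF cells were analysed, 3 libraries in each of 4 groups, Control, 2MUT, 2-HG(-) and 2-HG(+). The conditions were taken from the sample labels, and 0 columns of the tables were left without a condition. The authors aligned the reads of the Ion AmpliSeq libraries with TMAP, counted them per gene with the AmpliSeqRNA plug-in and deposited RPM, reads on a gene per 1000000 reads counted on genes, in a table for each experiment. No further normalization was found in the values, since each library summed to 1000000 within rounding and its values were whole multiples of the worth of 1 read. Of the names, 27 in each table had been turned into dates and were kept as listed, and 4 entries in each table carried a repeated name. Each library is 1 replicate, and its depth is given where the libraries are described. Because the tables list different sets of entries, changes are computed only within a table, and levels are set side by side between tables only to show where the tables differ or to find genes with similar levels in both.

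Tests were run with limma 3.58.1 in R 4.3.3 on log2(RPM + 1), with a mean-variance trend, on the 6 libraries of a comparison and on genes with a mean of at least 1 RPM. A Benjamini-Hochberg adjusted p-value under 0.05 was the threshold, with no limit on fold change. The difference between the comparisons was tested over the 12 libraries as the contrast of the changes, for 9594 genes tested in both. Gene lists were tested with limma's camera with a preset correlation of 0.01 between genes, adjusted over 20 tests. Overlaps were described with Fisher's exact test. Genes named in the text are those the paper names from the RNA-seq, Idh1, Idh2, Akt1 and Akt2, the 5 largest rises and the 5 largest falls of each comparison among genes past the threshold with a mean of at least 10 RPM in the higher group and with all 3 libraries on one side of the other group's, the 5 largest opposite changes by the same conditions, and members of the lists and of the S1 Table. Other genes are named as chosen after their values were seen. Some of the genes covered by this rule are not reported here, and their folds are left out of the comparison with the S1 Table.

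Whole reads were recovered from RPM and tested with edgeR 4.0.16 and DESeq2 1.42.0 as alternatives. The other alternatives set before the data were examined were an added value of 0.1 before the logarithm, values under 1 RPM set to 1, no filter, a filter at 10 RPM, quantile normalization, a shift of the 75th percentile, median-of-ratios scaling, no trend, an unmoderated test, the replicate number as a block and each library left out in turn. For the lists, fry and an estimated correlation were also used. Coordinates, exons, GC content and transcript lengths come from GENCODE M21 on GRCm38. GC content and length are those of the longest annotated transcript, since the positions of the AmpliSeq targets were not used here. The tests were checked on simulated data made from the real means and depths. In the 2MUT comparison, 183 of 196 genes with a simulated change were recovered and 18 of 10858 unchanged genes were called. In the 2-HG comparison, these were 189 of 195 and 11 of 10174. The simulated genes varied independently with one assumed dispersion, and few were changed, only by large folds. The real libraries held far more called genes, so these counts are not error rates of the calls made here. Tables were handled with pandas 2.3.3 and scipy 1.17.1 and plots drawn with matplotlib 3.10.9. The quantitative PCR, the protein measurements and the experiments with HCT116 cells and with the IDH1 mutant were not analysed here.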

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

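Of the tests in this part, the test among genes of at least 10 RPM was chosen only after the result was seen. With 3 libraries against 3, there are 10 splits of the 6 libraries, so the share of splits that reach a result is never under 0.1. In each comparison, 1 of the 10 splits, the real one, gave as many genes past the threshold (3741 in 2MUT and 3405 with 2-HG), and the other splits gave 0. For the lists, 4 of the 10 splits in 2MUT and 5 of the 10 with 2-HG gave as many past the threshold, adjusted over the 10 lists of a comparison. For genes, only the real split gave any past the threshold, and a share of 0.1 is the lowest that 10 splits can give. The list counts do not separate the real split from the rest, since other splits keep part of the real difference in each group.

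The cell cycle genes moved in opposite directions, a signal in genes the paper does not discuss. Their mean log2 fold change was -1.51 in 2MUT (standard error over libraries 0.09, 28 of 30 genes lower past the threshold) and 0.81 with 2-HG (standard error 0.07, 25 of 30 genes higher). In the test of the difference, 29 of the 30 genes had a lower change in 2MUT. The list held 0 genes of the S1 Table. After correction for GC content and transcript length the means were -1.52 and 0.80, and after quantile normalization -1.50 and 0.82, which argues against these trends and against the scaling between libraries as the whole cause. The paper's S3 Table gives normalized enrichment scores of 1.51 for its G2M checkpoint set and 1.34 for its E2F targets set with 2-HG. The paper reports slightly suppressed proliferation of MEF-2MUT cells (Fig 1C), and a difference in growth may account for the fall, as a hypothesis that these libraries do not test. Cell density at harvest, differences between the cell lines that arose apart from the mutant, and the solvent of the 2-HG experiment stay open as untested.

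The interferon-stimulated genes fell in both comparisons, in genes outside those the paper discusses apart from members of the S1 Table. The mean log2 fold change of 33 genes was -0.59 in 2MUT (standard error 0.05, 3 genes higher and 15 lower) and -1.84 with 2-HG (standard error 0.02, 0 genes higher and 33 lower). After correction for GC content and length the means were -0.58 and -1.87, and after quantile normalization -0.60 and -1.75. The study picked 8 of the 33 genes in the S1 Table from these libraries. Without these, the means were -0.26 and -1.73. The genes were picked for their change in these libraries, so leaving them out moves a mean towards 0 by construction. The value in 2MUT therefore does not show how far the shift rests on them. With 2-HG, the mean of the other genes stayed close to that of the whole list. The tables argue against GC content, length and scaling as the whole cause in both comparisons, and against the picked genes with 2-HG. In 2MUT, the list without the picked genes was not tested, so the picked genes stay open there. An effect of the mutant or of 2-HG on this response is a hypothesis. The culture state of the cells and the solvent stay open as untested.

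The ATF4 target genes rose with 2-HG, with a mean log2 fold change of 1.61 over 36 genes (standard error 0.04, 34 genes higher and 0 lower). After correction for GC content and length the mean was 1.61, after quantile normalization it was 1.61, and without 3 genes of the S1 Table it was 1.56. In 2MUT the mean was 0.14 (standard error 0.06), and 31 of the 36 genes had a smaller change in 2MUT than with 2-HG in the test of the difference. The tables argue against GC content, length, scaling and the picked genes as the whole cause. The octyl ester that carries 2-HG into the cells, the solvent and 2-HG itself were not varied separately in these libraries and stay open.

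Across genes, the comparisons differed. Of 9594 genes, 3780 had a change that differed between the comparisons in limma's test of the difference, and 900 passed the threshold in opposite directions. Among 100 drawn splits within each table, 1 of 100, the real one, gave as many genes that differed, and 1 of 100 gave as many in opposite directions. Other splits mix the groups and keep part of the real difference within them. The counts therefore argue only against the case that neither table holds an effect. Spearman's rho across genes was -0.16, between -0.18 and -0.12 with 1 library left out, and genes are not independent replicates. The largest opposite changes that passed in both were in Saa3, with log2 fold changes of 2.15 and -2.32, and in Sod3, Aqp1, Igfbp7 and Cdca5. Different gene models of the tables predict no negative relation among genes with similar levels, yet rho was -0.18 among 5216 genes whose Control and 2-HG(-) means lay within 2-fold. After correction for GC content and length it was -0.16, and among 6716 genes of at least 10 RPM in both tables -0.17. These values argue against the gene models, GC content, length and genes at low levels as the whole cause. Without the listed cell cycle genes rho was -0.15, but too few genes were left out for rho to change, so a difference in growth stays open. A stable mutant and a treatment of 24 h could act on different genes, which these libraries do not test, and differences between the control cells stay open.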

How the results depend on the processing

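The settings with a floor of 1 RPM and an unmoderated test were chosen after the data and the paper's counts were seen, and the other alternatives before. Among the counts of genes, those that moved by more than 1.5 times did so under unmoderated tests. The unmoderated test gave 1021 genes higher and 1223 lower in 2MUT, 1098 higher and 1139 lower with 2-HG, 68 higher and 154 lower in both, 167 higher in 2MUT and lower with 2-HG, and 243 the other way. With a floor of 1 RPM as well, these were 1010, 1225, 1099, 1139, 69, 152, 163 and 241. With neither a filter nor moderation and a floor of 1 RPM, they were 639, 805, 696, 786, 35, 83, 90 and 129. A test without moderation estimates the spread of each gene from 6 libraries alone. The other settings changed no count of calls by more than 1.5 times, nor did a library left out, and the scalings moved the share of higher genes by less than 10 points.

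With the replicate number as a block, 1911 genes were higher and 1987 lower in 2MUT, and 1217 were higher and 1286 lower with 2-HG. Libraries with the same number deviated together with correlations of 0.071, 0.029 and 0.032 in the 2MUT experiment and -0.46, -0.16 and 0.057 in the 2-HG experiment, so the numbers do not pair the samples. Between libraries with different numbers, the correlations ran from -0.14 to 0.089 in the 2MUT experiment and from -0.41 to 0.48 in the 2-HG experiment. The largest was between the second 2-HG(-) and the first 2-HG(+) library. A grouping of libraries across numbers was not modelled and stays open.

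For the lists, the mean does not depend on the test, but the calls do. Under fry, glycolysis (-0.087, adjusted p = 0.014), p53 (-0.26, adjusted p = 0.0035), extracellular matrix (-0.38) and cholesterol synthesis (-0.21) in 2MUT and VEGF with 2-HG (-0.26, adjusted p = 0.0063) passed the threshold. HIF1 with 2-HG (0.28, adjusted p = 0.12) no longer passed under fry. With an estimated correlation, PI3K/Akt/mTOR (0.22, adjusted p = 0.21) and interferon (-0.59, adjusted p = 0.21) in 2MUT and HIF1 (0.28, adjusted p = 0.62), p53 (0.36, adjusted p = 0.24) and cell cycle genes (0.81, adjusted p = 0.13) with 2-HG no longer passed. The HIF1 target genes in 2-HG(+) vs 2-HG(-) no longer passed after quantile normalization (0.29, adjusted p = 0.052), nor did the p53 target genes in 2-HG(+) vs 2-HG(-) with the filter at 10 RPM (0.34, adjusted p = 0.053). The mean for VEGF in 2MUT changed sign under both, to 0.013 and 0.035. Across the fits that each left out 1 library, the mean ran from 0.19 to 0.25 for PI3K/Akt/mTOR in 2MUT, from 0.15 to 0.35 for HIF1 with 2-HG, from -0.044 to 0.020 for VEGF in 2MUT and from -0.020 to 0.12 for glycolysis with 2-HG. The call for the PI3K/Akt/mTOR cascade components in 2MUT vs Control was lost in 3 of these 6 fits, without the second Control library (adjusted p = 0.058), the third Control library (adjusted p = 0.054) or the third 2MUT library (adjusted p = 0.074). That for HIF1 with 2-HG was lost without the second 2-HG(-) library (adjusted p = 0.056) or the first 2-HG(+) library (adjusted p = 0.25). Tests of a list against other genes (camera) and of the list itself (fry) ask different questions, and otherwise the cause was not tested.

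For single genes, 2241 fits of 152 results were made. Of these fits, 2133 kept their direction and side of the threshold, 70 lost the threshold, 19 gained it and 19 changed direction. The counts of genes and the lists above are not in these totals. For Hif1a in 2-HG(+) vs 2-HG(-), the log2 fold change was -0.00876 with the shift of the 75th percentile, -0.068 with quantile normalization, and from -0.10 to 0.11 with 1 library left out. For Akt1 in 2MUT vs Control it was -3.71e-05 with edgeR, -0.00944 with quantile normalization, and from -0.029 to 0.028 with 1 library left out. For Akt2 in 2-HG(+) vs 2-HG(-) it was -0.0151 with the shift and from -0.10 to 0.17 with 1 library left out. With 1 library left out, it ran from -0.13 to 0.31 for Tnfrsf22 in 2-HG(+) vs 2-HG(-), from -0.13 to 0.20 for Stbd1 in 2MUT vs Control and from -0.0081 to 0.38 for Cdkn1a in 2MUT vs Control. Between the comparisons, Tmem173 in the difference was 0.034 after quantile normalization and Car9 in the difference was 1.12 with 0.1 added before the logarithm (adjusted p = 0.0034), against -0.028 on log2(RPM + 1), so its call depends on the value added. The cause was not tested. The depth of the 2MUT experiment limits genes under 0.464 RPM, where fewer than 3 reads were counted.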

Differences from the paper's values

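The paper's 575 up-regulated and 716 down-regulated genes in 2MUT compare with 1826 and 1915 here. None of the alternatives set before the data were examined closed these gaps. Unmoderated tests of the genes above 0 RPM in any library, chosen after seeing the values, came within 1.5 times, at 639 and 805 genes with a floor of 1 RPM, 753 and 865 with 0.1 RPM, 840 and 954 with 0.01 RPM and 840 and 963 with 0.001 RPM. The paper's 884 up-regulated genes with 2-HG compare with 1668 here. The unmoderated test (1098), the replicate block (1217) and the fits without the second 2-HG(+) library (1146), the first 2-HG(-) library (1317) or the third 2-HG(-) library (1180) came within 1.5 times, and the other alternatives set before did not. The paper's 1046 down-regulated genes with 2-HG compare with 1737 here. The unmoderated test (1139), the filter at 10 RPM (1214), the replicate block (1286) and the fits without 2-HG(+) library 1, 2 or 3 (1514, 1335 and 1566) or without 2-HG(-) library 1 or 3 (1276 and 1176) came within 1.5 times, and the other alternatives set before did not. The unmoderated test with a floor of 1 RPM, chosen after seeing the values, gave 1099 and 1139 with 2-HG, and without a filter 696 and 786. The paper's 37 commonly up-regulated, 80 commonly down-regulated and 117 genes in all compare with 144, 294 and 438 here. No alternative set before closed these gaps, and the test without filter and moderation, chosen after seeing the values, came within 1.5 times, at 35, 83 and 118.

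A scan of 40 settings of an unmoderated test per comparison, over floors, filters and equal or unequal variance, was run after the data were seen and beside the paper's counts. In 2MUT it gave between 0 and 1018 up-regulated and between 0 and 1229 down-regulated genes, and 7 of the 40 settings came within 1.5 times of both of the paper's counts. The nearest was the setting with 639 and 805 genes. With 2-HG it gave between 113 and 1099 and between 179 and 1153 genes, and 18 of the 40 came within 1.5 times, the nearest with a floor of 0.1 RPM at 905 and 1040. The exact counts were given by 0 settings.

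In the paper's S1 Table, the folds of the 37 up-regulated genes matched within 1% in both columns as printed, for 2MUT with a floor of 1 RPM and for 2-HG with a floor of 0.01 RPM, on the mean of the logarithms. The folds of the 80 down-regulated genes matched within 1% only when the columns were exchanged, and 2 and 3 of the 80 matched as printed. These floors and the exchange were found after seeing the values. The folds below set the paper's down-regulated genes against the exchanged column. On this pairing, 47 of 229 folds differed by more than the SD between replicates, 11 of them by more than 1.5 times, and 0 had the opposite sign. With the columns as printed, 134 of 229 differed by more than the SD and 56 by more than 1.5 times. The paper's folds carry no added value before the logarithm, whereas the folds given here are on log2(RPM + 1). With the floors above, each of the 47 lies within 1% of the paper's.

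With DESeq2, with edgeR, with 0.1 added before the logarithm or with values under 1 RPM set to 1, each of these folds came within the error of the paper's. The folds in 2MUT were, the paper's first, 7.60 against 5.94 for Gm1045, -11.7 against -6.89 for Psmb8, -3.75 against -3.18 for Serpinb8, 2.03 against 1.64 for Tmem117, -6.86 against -4.52 for Ccl17, -3.60 against -2.96 for Cox7a1. For other genes with 2-HG they were 3.16 against 2.22 for Gm13415, -20.5 against -14.2 for Serpina3g, -13.4 against -11.6 for Oasl2, -10.9 against -8.67 for Zbp1, 2.69 against 2.08 for Slc35g1, -7.78 against -7.38 for Rtp4. The paper's and the present folds with 2-HG were 5.77 against 5.12 for Atf3, -6.77 against -4.55 for Mmp9, 2.05 against 1.71 for Nxt1, -5.31 against -4.51 for Apol9b, -5.29 against -4.72 for Bmp4, 5.75 against 4.49 for Stmn4. Further folds with 2-HG were -4.70 against -4.26 for Apol9a, 1.87 against 1.45 for Nrg2, -3.996 against -3.24 for Psmb8, 1.34 against 1.26 for 2500002B13Rik, -3.88 against -2.52 for Serpinb8, -3.72 against -2.79 for Tnip3. In the same order, those with 2-HG were 2.17 against 1.78 for Tmem117, -3.52 against -3.11 for Ednra, 2.30 against 2.05 for Dgat2, -3.23 against -2.63 for Tap1, -2.64 against -2.37 for S100a1, -2.44 against -2.36 for Dcn. Set side by side, the values with 2-HG were -2.42 against -2.17 for Ccl17, -1.99 against -1.72 for Cox7a1.

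The following folds came within the error of the paper's with DESeq2 or edgeR, and not with the others of these 4 settings. The pairs with 2-HG were 2.10 against 1.51 for 3300005D01Rik, -7.52 against -2.73 for Car9, -6.87 against -2.87 for Lbp, -5.46 against -2.60 for Igf2, 1.67 against 1.30 for Ttbk1, 6.90 against 3.77 for Angptl6.

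The following folds came within the error of the paper's with values under 1 RPM set to 1, and not with the others of these 4 settings. Those in 2MUT amounted to -6.80 against -5.10 for Serpina3g, 5.38 against 4.17 for 3300005D01Rik, 2.54 against 2.05 for Nrg2.

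The following folds came within the error of the paper's with 0.1 added before the logarithm or values under 1 RPM set to 1, and not with the others of these 4 settings. Again with the paper's first, folds in 2MUT were -15.5 against -9.90 for Cyp2f2, -1.73 against -1.43 for S100a1.

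The following folds came within the error of the paper's with DESeq2 or edgeR or 0.1 added before the logarithm, and not with the others of these 4 settings. Values with 2-HG were -15.1 against -4.87 for Cyp2f2, -5.20 against -2.64 for Vnn1.

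The following folds came within the error of the paper's with edgeR or values under 1 RPM set to 1, and not with the others of these 4 settings. As pairs, the folds in 2MUT came to -8.02 against -5.72 for Ifi27l2a.

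For the last fold, none of these 4 settings closed the gap. The corresponding values with 2-HG were -14.4 against -2.56 for Ifi27l2a.

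Other alternatives set before the data were examined brought single folds within the error. With the shift of the 75th percentile, these were Bmp4 with 2-HG, Dcn with 2-HG, Ccl17 with 2-HG. With median-of-ratios scaling, this was Atf3 with 2-HG. With quantile normalization, these were Atf3 with 2-HG, Nxt1 with 2-HG, 2500002B13Rik with 2-HG, Serpinb8 in 2MUT, Dgat2 with 2-HG. Without the first 2-HG(+) library, these were Oasl2 with 2-HG, Atf3 with 2-HG, Cox7a1 with 2-HG. Without the second 2-HG(+) library, these were Apol9b with 2-HG, Dgat2 with 2-HG, S100a1 with 2-HG, Ccl17 with 2-HG. Without the third 2-HG(+) library, these were Bmp4 with 2-HG, Ednra with 2-HG, Dcn with 2-HG, Ccl17 with 2-HG. Without the first 2-HG(-) library, these were Nxt1 with 2-HG, Dgat2 with 2-HG, Dcn with 2-HG, Ccl17 with 2-HG. Without the second 2-HG(-) library, these were Atf3 with 2-HG, Bmp4 with 2-HG, Ednra with 2-HG. Without the third 2-HG(-) library, these were 2500002B13Rik with 2-HG, Dcn with 2-HG, Ccl17 with 2-HG. Without the second 2MUT library, this was Ccl17 in 2MUT. Without the third 2MUT library, these were 3300005D01Rik in 2MUT, Ifi27l2a in 2MUT, Serpinb8 in 2MUT. Without the first Control library, these were Gm1045 in 2MUT, 3300005D01Rik in 2MUT. Without the second Control library, this was Serpinb8 in 2MUT. Without the third Control library, these were 3300005D01Rik in 2MUT, Nrg2 in 2MUT, Serpinb8 in 2MUT. The remaining alternatives closed no gap.

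The paper calls 6 genes common that did not pass in both comparisons here, Mmp9, Ttbk1, 2500002B13Rik, S100a1, Smad1 and Acot7. Among the alternatives set before the data were examined, Mmp9 passed in both without the filter, Ttbk1 without the filter, without the trend, with quantile normalization and with the unmoderated test, 2500002B13Rik without the trend and with quantile normalization, S100a1 without the trend and with the unmoderated test, and Smad1 and Acot7 with the unmoderated test. With the floor of 1 RPM and no filter, chosen after seeing the values, the unmoderated test passed all 6 in both, and with the filter it passed these genes except Mmp9. Without the filter it passed 106 of the 117 genes of the S1 Table in both, against 111 here, and no longer Slc2a1 in 2-HG(+) vs 2-HG(-) (adjusted p = 0.057, and from 6e-07 to 0.033 over the other alternatives). The directions the paper states for gene sets are set here against lists of other genes, so they are not the same measure. The paper states enrichment of p53 genes in 2MUT, where the listed p53 targets had a mean log2 fold change of -0.26. The paper states enrichment of PI3K/Akt/mTOR genes with 2-HG, where the listed genes had -0.07, and of glycolysis genes in 2MUT, where they had -0.09. The paper states enrichment of HIF1 genes in 2MUT and not with 2-HG, where the listed targets had 0.09 and 0.28. The call for the listed targets with 2-HG did not hold under fry or with an estimated correlation. The paper's hypoxia set had normalized enrichment scores of 1.18 in 2MUT (FDR q-value 0.268) and 0.96 with 2-HG (FDR q-value 0.541). The paper states enrichment of VEGF genes with 2-HG, where the listed genes had -0.26.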

Other observations

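Of the tests in this part, those of chromosomes and neighbouring genes were chosen only after the data were examined. The idea of the chromosome test came from the sight that 3 of the 5 largest falls in 2MUT lie on chromosome X, and its prediction was written before the chromosome values were computed. The chromosomes' median log2 fold changes in 2MUT ranged over 0.31, wider than in each of 1000 shuffles of 10572 genes over 20 chromosomes, whose widest range was 0.19. With 2-HG, where cells of one line are compared, the range was 0.11, and 75 of 1000 shuffles were as wide. In 2MUT, chromosome 18 had a median of 0.17 (184 of 288 genes higher) and chromosome X of -0.14 (247 of 405 genes lower). Relative to the median of the genes, these were between 0.14 and 0.18 and between -0.18 and -0.12 over 19 fits that kept the filter. Without a filter they were 0.069 and -0.064. With a floor of 1 RPM as well, chosen after seeing the values, both were 0, but there genes under 1 RPM in every library have a log2 fold change of 0 by construction, so this fit says nothing about the shift. With 2-HG, chromosome X again had the lowest median of the 20 chromosomes (-0.076, 185 of 316 genes lower; between -0.093 and -0.035 relative to the median of the genes over 19 fits that kept the filter, and 0 without a filter), and chromosome 18 had a median of 0.0059. A difference in chromosome copy number between the Control and 2MUT lines is a candidate explanation, as a hypothesis, and for chromosome X the lower median within one line is not what it predicts, so that another cause stays open there. Copy number itself was not measured, and neighbouring genes are not independent. Their log2 fold changes also went together with 2-HG (r of 0.096, against 0.15 in 2MUT, with 0 of 1000 shuffles as high in either), which a difference between lines does not explain. Genes on these chromosomes that respond to the mutant stay open.

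The extracellular matrix genes had a mean log2 fold change of -0.38 over 30 genes in 2MUT (camera adjusted p = 0.076) and of 0.02 without the 8 genes the study picked in its S1 Table. With 2-HG the mean was -0.80 (1 gene higher and 22 lower), and -0.56 without these 8 genes. Because the 8 genes were picked for their change in these libraries, leaving them out moves a mean towards 0 by construction. The cholesterol synthesis genes had -0.21 in 2MUT (19 genes, camera adjusted p = 0.075) and 0.06 with 2-HG (camera adjusted p = 0.38).

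Akt1 rose by 0.42 on the log2 scale with 2-HG (limma, Benjamini-Hochberg adjusted p = 0.012). Idh1 had log2 fold changes of 0.64 in 2MUT and -0.33 with 2-HG, and Idh2 of 0.43 with 2-HG. Of the 6 fits with 2-HG that each left out 1 library, the call was lost in 1 for Akt1, 4 for Idh1 and 2 for Idh2.

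The following genes were chosen after their values were seen. Timp2 stood at 3013, 294 and 2490 RPM in the 2MUT libraries and at 118, 114 and 142 RPM in Control. Its log2 fold change was 3.38, and 4.45 without the second 2MUT library. Gapdh, the internal control of the quantitative PCR, was listed at between 1.02 and 3.28 RPM in the table of the 2MUT experiment and is not listed in the other table. The tables differ in the level of some genes. Of 2214 genes of at least 100 RPM in 2-HG(-), 8 lay under 1 RPM in Control, such as Hnrnpu at 591 and 0.0493 RPM. Of 2161 genes of at least 100 RPM in Control, 2 lay under 1 RPM in 2-HG(-), Batf2 at 386 and 0.0423 RPM and Rprl1. The cause was not tested.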
